# The involvement of RIPK4 in TNF-α-stimulated IL-6 and IL-8 production by melanoma cells

**DOI:** 10.1007/s00432-024-05732-3

**Published:** 2024-04-24

**Authors:** Ewelina Madej, Anna Lisek, Anna A. Brożyna, Agnieszka Cierniak, Norbert Wronski, Milena Deptula, Anna Wardowska, Agnieszka Wolnicka-Glubisz

**Keywords:** RNA-seq, RIPK4, Melanoma, Cytokines, BIRC3, Transcriptome, p-38

## Abstract

**Purpose:**

The receptor-interacting protein kinase (RIPK4) has an oncogenic function in melanoma, regulates NF-κB and Wnt/β-catenin pathways, and is sensitive to the BRAF inhibitors: vemurafenib and dabrafenib which lead to its decreased level. As its role in melanoma remains not fully understood, we examined the effects of its downregulation on the transcriptomic profile of melanoma.

**Methods:**

Applying RNA-seq, we revealed global alterations in the transcriptome of WM266.4 cells with RIPK4 silencing. Functional partners of RIPK4 were evaluated using STRING and GeneMANIA databases. Cells with transient knockdown (via siRNA) and stable knockout (via CRISPR/Cas9) of RIPK4 were stimulated with TNF-α. The expression levels of selected proteins were assessed using Western blot, ELISA, and qPCR.

**Results:**

Global analysis of gene expression changes indicates a complex role for RIPK4 in regulating adhesion, migration, proliferation, and inflammatory processes in melanoma cells. Our study highlights potential functional partners of RIPK4 such as BIRC3, TNF-α receptors, and MAP2K6. Data from RIPK4 knockout cells suggest a putative role for RIPK4 in modulating TNF-α-induced production of IL-8 and IL-6 through two distinct signaling pathways—BIRC3/NF-κB and p38/MAPK. Furthermore, increased serum TNF-α levels and the correlation of RIPK4 with NF-κB were revealed in melanoma patients.

**Conclusion:**

These data reveal a complex role for RIPK4 in regulating the immune signaling network in melanoma cells and suggest that this kinase may represent an alternative target for melanoma-targeted adjuvant therapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00432-024-05732-3.

## Introduction

The receptor-interacting serine/threonine kinase 4 (RIPK4) is a member of the RIP family whose significant role in regulating a variety of host defense functions has been demonstrated, including control of inflammatory gene expression, various forms of cell death, and maintaining cutaneous and intestinal barrier functions (Cuny and Degterev 2021). The catalytic activity of RIPK4 has been shown to play a crucial role in normal epidermal differentiation in mice and in maintaining skin barrier function (De Groote et al. 2015; Kwa et al. 2014; Oberbeck et al. 2019; Xu et al. 2020). Currently, numerous studies are underway to comprehend the functional role of RIPK4 kinase in cancer initiation and progression. Several studies indicate that RIPK4 can act as both a tumor suppressor and a tumor oncogene, depending on the type of cancer (Xu et al. 2020). While it has been reported that RIPK4 is involved in skin tumorigenesis by regulating DLV2 or Pkp1 phosphorylation (Huang et al. 2013; Lee et al. 2017), our recent study shows an important role of this kinase in melanoma progression by involvement in NFκB and Wnt/β-catenin transduction signaling leading to increased migration, invasive potential, and cell proliferation as well tumor growth in vivo (Madej et al. 2021; Wronski et al. 2024).

Melanoma, characterized by an increasing incidence rate and high mortality once metastasis occurs, arises from transformed melanocytes in the skin, eye, or mucosa, contributing to over 75% of skin tumor-related deaths (Gershenwald and Guy 2016). The poor prognosis is related to the low susceptibility of metastatic melanoma (MM) to chemotherapy, resulting in a 5-year survival rate of only 15% (Pacheco et al. 2011). Recent advances in clinical approaches, such as the combined inhibition of BRAF^V600^ and MEK and of immune checkpoint therapy for advanced-stage melanomas, have significantly reduced melanoma mortality (Bai and Flaherty 2021; Sacchetto et al. 2021). However, despite these advancements, morbidity and mortality remain high, as a substantial proportion of patients develop primary or secondary resistance to immunotherapy and/or BRAF/MEK inhibitors (Hawthorne et al. 2020; Siegel et al. 2020; Arozarena and Wellbrock 2019; Gide et al. 2018). Melanoma is recognized for its ability to produce immunogenic neoantigens, making it one of the most immunogenic tumors. The melanoma antigens include both common antigens on melanoma cells and various normal cells, differentiation antigens on melanoma cells, melanocytes and their precursors, and specific antigens on melanoma cells. The exact mechanism of the antigen expression and its presentation is still unknown, but its relationship with immune cells resident in the microenvironment probably influences cancer cell proliferation, progression, and metastasis. The clinical expression of melanoma immunogenicity is quite frequent relative spontaneous remission, the presence of brisk lymphocytes, and susceptibility to immune checkpoint inhibitors (Haanen 2013; Huang and Zappasodi 2022).

The structural similarity of the RIPK4 kinase domain to both BRAF wild-type and V600 mutant proteins suggests its potential as a target for BRAF inhibitors (BRAFi). In the presence of vemurafenib or dabrafenib, the level of RIPK4 decreases regardless of the presence of BRAF mutations and independently of BRAF/ERK/MEK signaling (Madej et al. 2023). Reducing the level of a potential oncogene such as RIPK4, although it seems desirable, may result in other side effects. Therefore, studies investigating the functional role of RIPK4 in melanoma cells are important for a more comprehensive understanding of anti-melanoma treatment using BRAFi, as well as for elucidating the biology of this tumor.

In this study, we confirmed using RNA-seq analyses that RIPK4 is potentially involved in key biological processes such as cell adhesion, migration, proliferation, differentiation, and inflammatory processes in melanoma. We focused on RIPK4-dependent differentially expressed genes (DEG) associated with inflammation in WM266.4 melanoma cells which exhibit high levels of RIPK4 expression (Madej et al. 2021; Wronski et al. 2024). We suggest that RIPK4 may play a significant role in modulating the expression of BIRC3, IL-8, and IL-6 in response to TNF-α stimulation via the NFκB or/and p38/MAPK signaling pathways. For these studies, we used cell lines with silenced expression of RIPK4 achieved through both siRNA and stable downregulation using CRISPR/Cas9 techniques. In conjunction with a previous study, our data unveil the complex role of RIPK4 in regulating immune signaling networks in melanoma cells.

## Materials and methods

### Cell culture and treatment

The human melanoma cell line WM266.4 was kindly provided by the Department of Medical Biochemistry of the Jagiellonian University Medical College (Kraków, Poland) in 2006 and authenticated in 2021 using STR profiling with Identifiler Plus (ABI) and an ABI 3130xl Genetic Analyzer (Applied Biosystems, Waltham, MA, USA). Human melanoma cell line A375 was obtained from the American Type Culture Collection (CRL_1619, ATCC, Manassas, VA, USA) in 2020. Both cell lines were cultured in RPMI1640 containing 10% FBS (Gibco, Thermo Fisher Scientific, Waltham, MA, USA), penicillin 150 U/ml (Sigma-Aldrich, St. Louis, MO, USA), and streptomycin 100 µg/mL (Sigma-Aldrich, St. Louis, MO, USA) at 37 °C at 5% CO_2_ and 95% humidity. TNF-α (100 ng/mL, Sigma-Aldrich, St. Louis, MO, USA) was dissolved in 0.1% BSA/ PBS, aliquoted, and stored at − 20 °C. For ELISA analysis, the cell culture medium was replaced with serum-free medium and TNF-α (10 ng/mL) was added 24 h, while for qRT-PCR, TNF-α was added to the complete media for 3 h. The effect of p38 MAPK was studied using a p38 inhibitor SB203580 (10 μM, Sigma Aldrich, St. Louis, MO, USA) which was applied 1 h before TNF-α stimulation and present during the treatment.

### Immunostaining of melanoma section

Formalin-fixed paraffin-embedded 4 µm melanoma sections were used for both IHC (for RIPK4) and IF (for p65 NFκB subunit), as previously described (Janjetovic et al. 2011; Madej et al. 2021). The characteristic of melanoma patients is presented in Supplementary materials Table S1. The study was approved by the Committee of Ethics of Scientific Research of Collegium Medicum of Nicolaus Copernicus University, Poland (no. KB 448/2009). Briefly, after deparaffinization, rehydration, antigen retrieval in citrate buffer, or Tris/EDTA, sections were incubated overnight at 4 °C with primary antibody (Supplementary materials Table S2), followed by incubation with secondary antibody. IHC sections were assessed under the BX41 (Olympus Optical Co., Tokyo, Japan) microscope, ColorView III camera (Soft Imaging System, Hanover, Germany), and analySIS 3.2 software (Soft Imaging System). The sections were evaluated semiquantitatively, as previously described (Madej et al. 2021). Since we observed heterogeneous agranular and granular staining, the assessment was performed separately for each staining pattern. Sections for IF were incubated with AlexaFluor 488-conjugated secondary anti-rabbit antibody and mounted in Vectashield mounting medium with propidium iodide (PI) (Vector Laboratories Inc., Burlingame, CA, USA). Images (five for each sample) were recorded using BX-50 epifluorescence microscope (Olympus, Tokyo, Japan), FITC and TRITC filters, and Nikon DS digital camera. Images were merged using NIH ImageJ software. Staining intensity was scored as negative (0), weak (1), and strong (2). The number of p65 NFκB subunit-positive melanoma nuclei was counted, and the percentage of positive cells was calculated.

### Transfection with small interference RNA (siRNA)

Melanoma cells were seeded in 35-mm cell culture plates at a density of 3 × 10^5^ for 24 h before transfection. Transfection was carried out as previously described (Madej et al. 2021) using RIPK4-specific Silencer Select siRNAs (ID: s28865 Thermo Fisher Scientific, Waltham, MA, USA) or Silencer Select Negative Control No. 2 (cat. no. 4390846, Thermo Fisher Scientific, Waltham, MA, USA), as a control. The level of RIPK4 in cells transfected with siRNA was verified by Western blot or qRT-PCR analysis.

### CRISPR-Cas9 cell transduction

WM266.4 and A375 cells were co-transduced with lentiviral vectors encoding the Cas9 endonuclease (Invitrogen™, Thermo Fisher Scientific, USA) and single-guide RNA (sgRNA) either complementary to a fragment of the RIPK4 gene (ID: CRISPR1029813_LV; Invitrogen™, Thermo Fisher Scientific, USA) or lacking homology with a region of the human genome (as a negative control; cat. no. A32063; Invitrogen™, Thermo Fisher Scientific, USA) as described previously (Wronski et al. 2024). In addition, the control vector construct encoded a GFP protein. Stable silencing (knockout) of RIPK4 in cells was evaluated by Western blot.

### Cytokine analysis in human serum

The serum was collected from melanoma patients qualified for radical radiotherapy to the area of regional lymph nodes and from control group consisted of patients with non-melanoma tumors (as non-neoplastic lesions, epidermal nevi, basal cell cancers, seborrheic verrucas, lentigo simplex, hemangioma, eratopapilloma) qualified for surgical removal of the lesion. The characteristic of patients included in this study is presented in Supplementary materials Table S3. The whole blood samples were collected into tubes containing a clot activator (SST, Vacutainer SST II Tube 8.5 mL, Becton Dickinson, Sunnyvale, CA, USA) and incubated undisturbed at room temperature for 20–30 min, followed by centrifuging at 2000 × *g* for 10 min at 4 °C. The serum (supernatant) was aliquoted (500 µl) into 1.5 mL cryovials, frozen, and stored at -80 °C until analysis. Human Cytokine/Chemokine Magnetic Bead Panel (cat. no. HCYTOMAG-60 K, Merck Millipore, Burlington, MA, USA) was used for the evaluation of TNF-α, IL-13, IL-1b, IL-2, IL-4, and IL-6 concentrations in serum with Luminex xMAP^®^ technology. The procedure was performed as previously described (Deptuła et al. 2020; Wardowska et al. 2020), according to manufacturer’s instructions. Briefly, samples ware thawed on ice and incubated overnight with a mixture of antibody-immobilized color-coded beads. After incubation, the plate was washed, and biotinylated detection antibodies specific for analytes of interest were introduced for 1 h. Next, streptavidin–phycoerythrin (PE) conjugate, which binds to detection antibodies, was added for 30 min. Then, the plate was washed and read by a Luminex MAGPIX^®^ Analyzer (Merck Millipore, Burlington, MA, USA). The obtained data were analyzed with PONENT 4.2 software and presented as pg/ml. Since for more than 75% of cases the level of IL-13, IL-1b, IL-2, IL-4, and IL-6 cytokines was under the detection point, only TNF-α was statistically analyzed.

### RNA isolation

Total RNA was isolated for sequencing and real-time PCR using Total RNA Mini Plus (A&A Biotechnology, Gdańsk, Poland) according to the manufacturer’s recommendations. Total RNA concentration and purity were determined by measuring absorbance at 260/280 nm and 260/230 nm using a CLARIOstar Plus spectrophotometer (BMG LABTECH, Ortenberg, Germany).

### Total RNA sequencing (RNA-seq)/next-generation sequencing analysis

Total RNA sequencing (RNA-seq) was performed to analyze global gene expression changes after transfection of cells with siRIPK4 or negative si-control (neg.si). The library preparation, RNA-seq, and RNA-seq data preparation were performed by Genomed (http://www.genomed.pl/, Warszawa, Poland) according to the manufacturer’s instructions for the BGISEQ500 platform (BGI Genomics, Shenzhen, China) and were performed in triplicate. The service was performed using BGI’s reagents and included polyA fraction enrichment, single strand circular (ssCir DNA) library construction and paired-end sequencing (PE100, 30M) using a DNA nanoball sequencing (DNBSEQ™) technology. The first step in the data analysis was to remove the adapters using the Cutadapt package (Martin 2011). Filtering was performed using the quality parameter *q* 25 and the minimum length of the reading *m* 15. Quality reports were generated using FASTQC software (Andrews 2010). The reads were mapped with TopHat (Trapnell et al. 2012) to the reference genome of Homo sapiens in the version GRCh38.p13 (https://www.gencodegenes.org/human/). TopHat was launched with the option to prepare the fr-unstranded library and in the no-new-juncs mode. Then, the number of pairs of readings assigned to individual genes was counted using HTseq (Anders et al. 2015) without differentiation regarding the strand of the transcript (–stranded = no). Differential expression analysis of three groups (three biological replicates per condition) was performed using the DESeq2 R package (1.36.0) (Love et al. 2014). The resulting P values were adjusted using the Wald test approach to control the false discovery rate (FDR). Functional enrichment analysis including gene ontology (GO) analysis was conducted to identify DEGs which were significantly involved in each GO term. GO enrichment analysis was performed using BiNGO (v3.0.4, in Cytoscape 3.8.0) (Maere et al. 2005); GO term that exhibited a significant enrichment with FDR < 0.05 was considered. Furthermore, the DEBrowser platform (Kucukural et al. 2019) was used to obtain a graphical representation of the DEGs on the heatmaps.

### Construction of the protein–protein interaction (PPI) network

The database of Interacting Genes/Proteins Search Tool for the Retrieval of Interacting Genes/Proteins (STRING; www.string-db.org) database (Szklarczyk et al. 2021) and the GeneMANIA website (http://genemania.org) (Warde-Farley et al. 2010) were used to predict functionally similar genes of hub genes and construct the PPI network among them. It can also indicate the relationships among functionally similar genes and hub genes, including physical interaction, signaling pathways, and colocalization.

### qRT-PCR

Quantitative real-time PCR was performed to validate the reliability of the RNA-seq gene expression data. One microgram of RNA was reverse transcribed into cDNA using oligo(dT)18 and the TranScriba kit (A&A Biotechnology, Gdańsk, Poland). qRT-PCR reactions were performed using the Sensitive RT HS-PCR Mix (A&A Biotechnology, Gdansk, Poland) and the qTOWER3 real-time PCR thermal cycler (Analytik Jena, Jena, Germany). All TaqMan primers were purchased from Thermo Fisher Scientific/Invitrogen, Waltham, MA, USA and included in Supplementary Materials Table S4. The relative levels of the transcripts were quantified by the 2^−ΔΔCt^ method. GAPDH was used for standardization.

### Immunoblotting

Cells were lysed in RIPA buffer supplemented with freshly added protease and phosphatase inhibitors (Sigma-Aldrich, St. Louis, MO, USA). Twenty micrograms of protein evaluated using the BCA method (Sigma-Aldrich, St. Louis, MO, USA) was loaded onto a 12% SDS polyacrylamide gel (Bio-Rad, Hercules, CA, USA) followed by electrophoresis at a constant voltage of 100 V for 1.5 h. Proteins were transferred to a PVDF membrane (0.2 μm pore size, Merck Millipore, Burlington, MA, USA). The membranes were incubated for 40 min in blocking solution: 4% bovine serum (BSA; Sigma-Aldrich, St. Louis, MO, USA) in TBS-T buffer (25 mM Tris, 0.2 M glycine, 20% methanol, 1% Tween) and incubated overnight at 4 °C with primary and then with secondary antibodies (Supplementary Materials Table S2). The detection was performed using a Clarity Western ECL substrate (Bio-Rad, Hercules, CA, USA) with the ChemiDoc detector (Bio-Rad, Hercules, CA, USA). Protein band intensities were quantified using ImageLab 5.2.1 software.

### ELISA

The human IL-8 ELISA set (BD OptEIA™, BD Biosciences, San Jose, CA, USA) and IL-6 (DY206 from R&D systems, Minneapolis, MN, USA) were used to determine the secretion of IL-8 or IL-6 in the culture medium by melanoma cells, which was performed according to the manufacturer’s instructions. The optical density of each well was determined using a LEDETECT96 microplate reader (Labexim Products, Lengau, Austria). IL-8 and IL-6 concentrations in the medium samples were obtained by fitting a four-parameter logistic (4-PL) curve.

### Statistics

Data were presented as mean ± SD unless otherwise indicated in the figure legends. The statistical tests used are indicated in figure legends. Statistical analyses were performed using GraphPad Prism (GraphPad Software Inc., San Diego, CA), expect for ELISA results which were analyzed using STATISTICA v.13 (StatSoft, Inc.). Differences between the two groups were evaluated using either the Student’s *t* test or the Mann–Whitney test. For multiple comparisons, a one-way analysis of variance (ANOVA) was employed for statistical analysis. A *p* value < 0.05 was considered statistically significant.

## Results

### Global analysis of changes in gene expression profile under downregulation of RIPK4

RNA sequencing technology (RNA-Seq) was used to characterize global transcriptome changes after silencing of RIPK4 in WM266.4 melanoma cells, in which the transfection efficiency was approximately 80% (Fig. 1A). The tested WM266.4 cell line exhibited high expression of this kinase, as indicated by our previous data (Madej et al. 2021, 2023). After 48 h of cell transfection, with siRNA specific for RIPK4 or negative siRNA as a control, isolated RNA was sequenced using the BGISEQ500 platform. 

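The RNA-seq experiment compared 3 WM266.4 cultures transfected with siRNA specific for RIPK4 (RIPK4.si) with 3 cultures transfected with negative control siRNA (neg.si), all taken 48 h after transfection. WM266.4 is an established human melanoma cell line, and an siRNA is a short double-stranded RNA that directs the degradation of transcripts pairing with it. The authors sequenced poly(A) RNA as paired reads, removed adapters, aligned the reads to GRCh38 with TopHat and counted read pairs per gene with HTSeq, ignoring strand. They deposited whole-number counts for 24526 genes, each with at least 6 counts over the 6 libraries, next to values divided by DESeq2's size factors and the fold change, p-value and adjusted p-value of DESeq2. Because strand was ignored, reads of genes that overlap on opposite strands could not be assigned by strand. Counts on genes summed to 31688095, 30539087 and 30056850 in neg.si replicates 1, 2 and 3 (median 30539087) and to 28464057, 30751441 and 30772817 in RIPK4.si replicates 1, 2 and 3 (median 30751441). Mitochondrial genes took between 9.61% and 13.37% of the counts of a library, and the 10 most abundant genes between 11.84% and 14.26%. The counts as deposited were analysed with edgeR's quasi-likelihood test after TMM normalization, over the 16297 genes that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. Transcript levels are given as CPM, counts scaled to the normalized library size, as mean ± SD over the 3 libraries of a group, and log2 fold changes as RIPK4.si over neg.si. A gene is called when its adjusted p-value is under 0.05. The range of an adjusted p-value over the alternatives is the range over those chosen before the data were examined, among them DESeq2, other normalizations and filters on low counts, and each library left out in turn. In an exact permutation test, 3 libraries against 3 cannot give a p-value under 0.1. Across genes, the common biological coefficient of variation between replicates was 0.211, and chi-square per degree of freedom between replicates ranged from 18.4 to 133.8, so no pair of replicates within a group differed by as little as sampling noise. On the first principal component of log2 CPM, which held 44.9% of the variance, the library farthest from the others was neg.si replicate 3, at 56.13. The second component held 25.6% and separated the groups, with the neg.si libraries between 8.55 and 34.29 and the RIPK4.si libraries between -23.93 and -19.62.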

Sequencing data can be accessed through NCBI GEO with an accession number (GSE 263112 available after July 1, 2024).

**Fig. 1:**
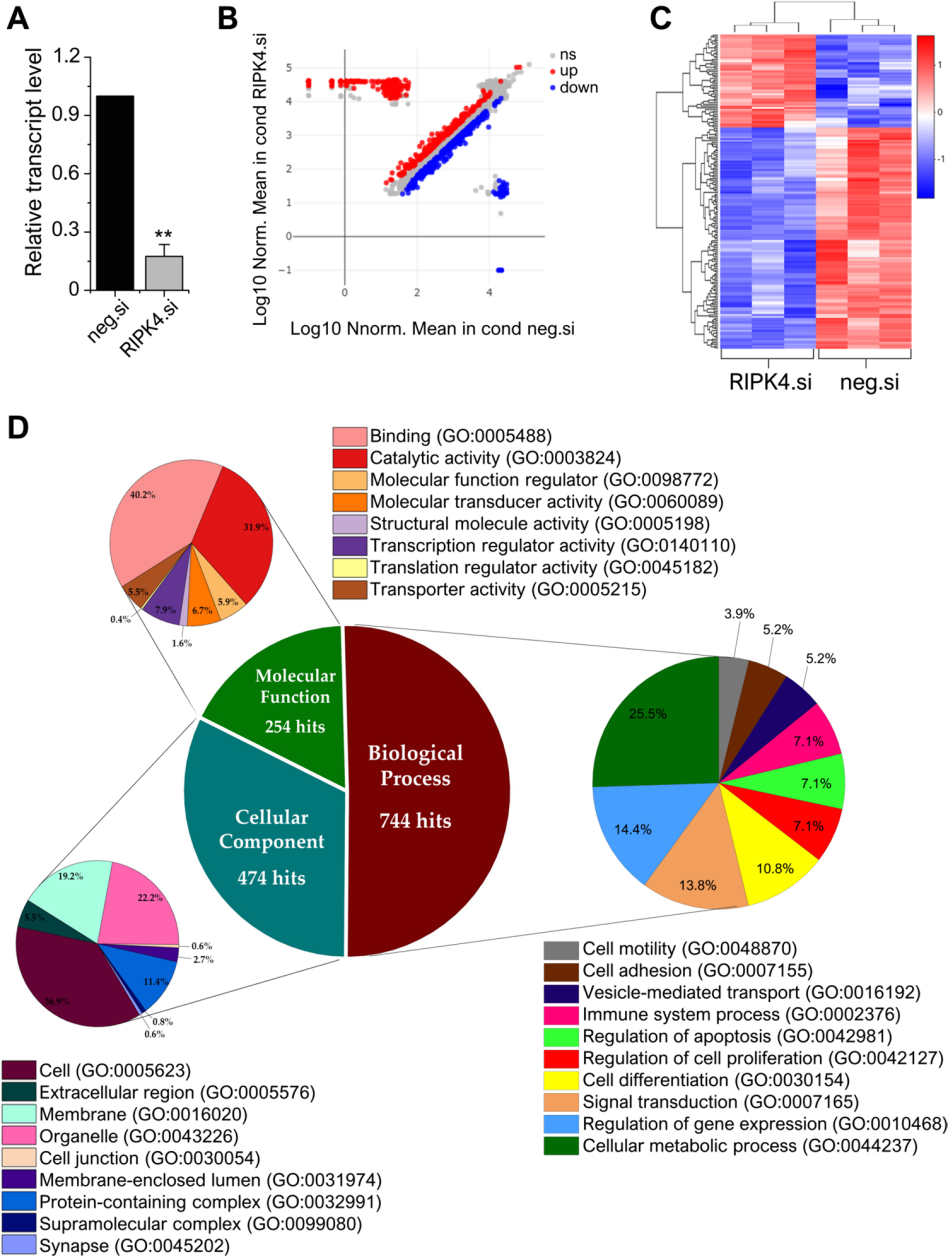
RNA-seq analysis revealed significant changes in gene expression under downregulation of RIPK4 in WM266.4 cells. RIPK4 expression in cells transfected with neg.si and RIPK4.si was analyzed by qRT-PCR 48 h after transfection. The transcription level of RIPK4 was normalized to GAPDH (**A**). A scatter plot showing the correlation of transcript expression profile between RIPK4 silenced cells (RIPK4.si) and control cells (neg.si) using the DEBrowser platform (**B**). A heatmap showing the expression levels of significantly (FDR-adjusted *p* < 0.5) differentially expressed genes after transfection. The rows and columns were clustered based on similarity in predicted expression patterns. The red-blue gradient indicates the expression of the transcript in three independent experiments. Red = highest expression; blue = lowest expression (**C**). Classification of DEGs between RIPK4 silenced cells (RIPK4.si) and control cells (neg.si) based on their functions (molecular functions, cellular components, and biological processes) using BiNGO tool as a Cytoscape plugin. The percentages were calculated as the number of gene hits to the total number of hits in each category (**D**)

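RIPK4 lies on chromosome 21 of GRCh38, from 41739369 to 41767089 on the minus strand. Its counts were 2656, 2298 and 1739 in neg.si replicates 1, 2 and 3 and 585, 482 and 670 in RIPK4.si replicates 1, 2 and 3. The RIPK4 transcript level was 72.3 ± 15.9 CPM (SD, n = 3) in neg.si and 19.4 ± 2.48 CPM (SD, n = 3) in RIPK4.si, or 26.8% of the neg.si level. The log2 fold change was -1.90 (standard error 0.203, adjusted p = 0.0102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every RIPK4.si library lay under every neg.si library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -2.06 and -1.74. The adjusted p-value was moved most by DESeq2, which gave 1.25e-13. It rose to 0.106 without neg.si replicate 2 and to 0.094, 0.0622 and 0.0725 without RIPK4.si replicate 1, 2 or 3, and it was 0.0111 and 0.000476 without neg.si replicate 1 or 3.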

Analysis of RNA-seq data using the DEBrowser v1.22.4 platform demonstrated significant changes in the transcript expression profile between RIPK4.si and control cells (neg.si) (Fig. 1B). 

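Of the 16297 genes tested with edgeR, 1855 had a fitted fold change of at least 1.5 in either direction, taken here as a change of at least 50%. Of these, 1087 had an unadjusted p-value under 0.05, and 125 had an adjusted p-value under 0.05. All genes with an adjusted p-value under 0.05 in this test passed the limit of 1.5. In total, 1768 genes had an unadjusted p-value under 0.05. With DESeq2, run on all 24526 genes, 6744 genes changed by at least 1.5-fold, 1132 of them with an unadjusted p-value under 0.05, and 410 with an adjusted p-value under 0.05. Its 430 genes with an adjusted p-value under 0.05 shared 123 with those of edgeR. In the authors' deposited table, 437 genes had an adjusted p-value under 0.05, 414 of them with a fold change of at least 1.5. Of the 437, 122 were also called by edgeR. The same table held 6744 genes with a fold change of at least 1.5, 1135 of them with an unadjusted p-value under 0.05. The edgeR count of calls depended on single libraries. It was 295 without neg.si replicate 3, 70 without neg.si replicate 1 and 4 without RIPK4.si replicate 2. It was 0 without RIPK4.si replicate 1, without RIPK4.si replicate 3 and without neg.si replicate 2, where 1426, 1086 and 1153 genes had an unadjusted p-value under 0.05.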

Silencing RIPK4 led to 1810 differentially expressed transcripts with a change of at least 50%, of which 613 were statistically significant (*p* < 0.05), and 407, including correction for multiple tests (pFDR < 0.05). The 407 identified significantly differentially expressed genes (DEG) are shown in the heatmap in Fig. 1C.

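Of the 125 genes called with edgeR, 61 rose and 64 fell in RIPK4.si. Of the 430 genes of DESeq2, 214 fell, and leaving out neg.si replicate 3 gave 122 that rose and 173 that fell. In each of the 125 genes, the CPM of the RIPK4.si libraries and of the neg.si libraries did not overlap. Such a gap was present in 2873 of all tested genes, or 17.6%, where 10% is the share that chance gives for 3 libraries against 3. The neg.si libraries differed in how the deviation of transcript level from the mean of the 6 libraries went with the gene's GC content. Across genes, which are not independent replicates, the rank correlation of this deviation with GC content was 0.555 in replicate 1 and -0.547 in replicate 3. With this trend removed from each library, a step chosen after seeing the data, 533 genes were called, 257 that rose and 276 that fell, and they included all 125.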

Gene ontology (GO) analysis (Fig. 1D) using BiNGO plugin in Cytoscape software revealed that DEGs belong to the “cell” and the “organelle” categories which were highly represented in the category of cellular components. In the Molecular Function category, we observed  an enrichment of genes in the “bidding” and “molecular activity” clusters. Interestingly, when analyzing GO terms describing biological processes, DEGs were enriched in transcripts involved in “cellular metabolism” and “regulation of gene expression,” as well as terms related to cancer progression such as “motility/adhesion,” “immune system process,” “cell differentiation,” “regulation of apoptosis,” and “proliferation” clusters. We previously observed that RIPK4 downregulation inhibits proliferation, migration, and tumor growth in WM266.4 and A375 cells (Madej et al. 2021, 2023; Wronski et al. 2024). 

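The genes of the Fig. 2A heatmaps were tested as lists with edgeR. The adhesion and migration heatmap shows 41 genes, of which 13 had an adjusted p-value under 0.05 over all genes tested. For differentiation this held for 18 of the 51 genes read from the heatmap, for proliferation for 17 of 45, and for the immune response for 13 of 42. Adjusted over the list alone, all genes of each list passed, which is not independent evidence, since the study chose the lists on these libraries. DESeq2 called 41 of the adhesion and migration genes, 50 of the differentiation genes, 45 of the proliferation genes and 41 of the immune genes. With edgeR, leaving out RIPK4.si replicate 1, RIPK4.si replicate 3 or neg.si replicate 2 left 0 calls in each list, although all genes of the 4 lists had an unadjusted p-value under 0.05 in the 6 libraries. Leaving out RIPK4.si replicate 2 left 1 call among the immune genes and 0 in the other lists. Without neg.si replicate 1 there were 8 calls for adhesion and migration, 13 for differentiation, 10 for proliferation and 11 for the immune response. Without neg.si replicate 3 there were 26 calls for adhesion and migration, 34 for differentiation, 28 for proliferation and 24 for the immune response. The base sequence ACAGCTT, which went with lower transcript levels in RIPK4.si, is present in the longest annotated 3' UTR of 18.4% of the 12978 tested protein-coding genes with a 3' UTR long enough to hold it. It was found in 12 of the 25 proliferation genes that fell and 3 of the 20 that rose, and in 9 of the 22 immune genes that fell and 4 of the 20 that rose. Among the differentiation genes it was about as frequent on both sides, in 12 of the 30 that fell and 8 of the 21 that rose. The sequence AGCAACC went with higher levels and is present in 10.2% of these genes. It was found in 7 of the 21 differentiation genes that rose and 5 of the 30 that fell. For proliferation this was 5 of the 20 that rose and 3 of the 25 that fell. For the immune response it was 4 of the 20 that rose and 1 of the 22 that fell. Both sequences were picked on the fold changes of these same libraries, and some genes are in several lists. These counts are therefore not independent evidence.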

In the current study, we identified DEGs associated with these key biological processes: adhesion/migration (41 genes), differentiation (52 genes), cell proliferation (45 genes), and inflammation-related genes (42 genes). These findings are visualized as heatmaps in Fig. 2A.

**Fig. 2:**
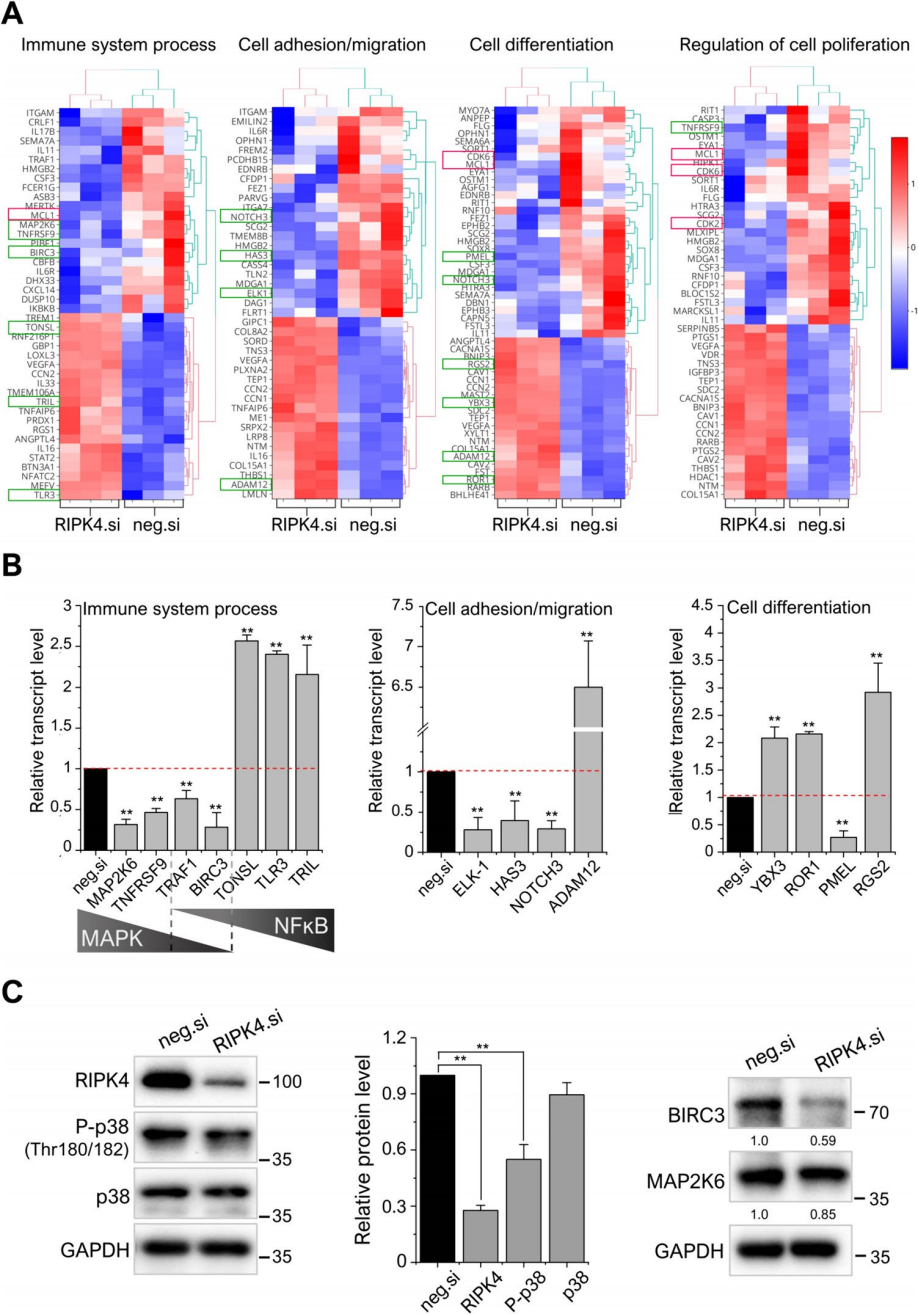
Differentially expressed transcripts upon RIPK4 silencing in WM266.4 cells. Heatmap of DEGs in selected biological processes as immune system, cell adhesion/migration, cell differentiation, and cell proliferation associated with RIPK4. Red-blue gradient indicates the expression of transcript in three independent experiments: red = highest expression; blue = lowest expression. Selected processes were assigned to specific transcripts using Cytoscape platform (BiNGO apps). Genes selected for quantitative analysis with RT-PCR are marked with green squares (**A**). Validation of selected transcripts by qRT-PCR. RIPK4.si transfected cells were compared to neg.si samples. Relative mRNA levels of indicated transcripts were normalized to GAPDH. n = 3. **p < 0.001 (**B**). The expression levels of the P-p38, p38, BIRC3, and MAP2K6 proteins were analyzed using Western blotting along with densitometry. [*n* = 1–3] (**C**)

To validate the accuracy of the transcriptome sequence data, we selected 16 genes (highlighted by green squares) involved in multiple processes crucial for tumorigenesis for quantitative RT-PCR analysis. It should be noted that some transcripts can be assigned to more than one process. As shown in Fig. 2B, the transcriptome data were consistent with the results of quantitative RT-PCR. 

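Among the genes tied to NFκB and MAPK signaling, 4 had lower transcript levels in RIPK4.si. MAP2K6 (chromosome 17 of GRCh38, 69414697 to 69553865) fell from 10.4 ± 2.30 CPM (SD, n = 3) in neg.si to 4.46 ± 1.01 CPM (SD, n = 3) in RIPK4.si, a log2 fold change of -1.22 (standard error 0.244, adjusted p = 0.0651 from edgeR's quasi-likelihood test). Over the alternatives its adjusted p-value ranged from 0.00069 with DESeq2 to 0.331, with 0.0427 without neg.si replicate 1 and 0.0468 without neg.si replicate 3. TNFRSF9 (chromosome 1, 7915894 to 7943165) fell from 3.69 ± 0.481 CPM to 1.87 ± 0.283 CPM, a log2 fold change of -0.97 (standard error 0.233, adjusted p = 0.117). Its adjusted p-value was 0.0415 with DESeq2, in a range of 0.0415 to 0.491. TRAF1 (chromosome 9, 120902393 to 120929173) fell from 18.9 ± 1.92 CPM to 10.3 ± 1.45 CPM, a log2 fold change of -0.88 (standard error 0.179, adjusted p = 0.0711). It reached 0.00462 with DESeq2 and 0.026 without neg.si replicate 3, in a range of 0.00462 to 0.394. BIRC3 (chromosome 11, 102317450 to 102339403) fell from 70.5 ± 24.5 CPM to 38.5 ± 7.69 CPM, a log2 fold change of -0.87 (standard error 0.265, adjusted p = 0.22). DESeq2 gave 0.0477, in a range of 0.0477 to 0.589. The 3' UTRs of MAP2K6, TNFRSF9 and TRAF1 hold the sequence ACAGCTT, and that of BIRC3 does not. A further 3 genes had higher levels. TONSL (chromosome 8, 144428775 to 144444440) rose from 14.1 ± 3.63 CPM to 30.3 ± 2.34 CPM, a log2 fold change of 1.10 (standard error 0.203, adjusted p = 0.0497), in a range of 0.000231 to 0.317. Its adjusted p-value was 0.184, 0.179 and 0.298 without RIPK4.si replicate 1, 2 or 3 and 0.317 without neg.si replicate 2, and it was 0.0522 with DESeq2's size factors in edgeR and 0.0549 over genes with at least 10 counts in every library. TONSL overlaps TONSL-AS1 on the opposite strand. TLR3 (chromosome 4, 186069152 to 186088069) rose from 3.77 ± 1.43 CPM to 7.31 ± 0.503 CPM, a log2 fold change of 0.95 (standard error 0.288, adjusted p = 0.219), although its 3' UTR also holds ACAGCTT. DESeq2 gave 0.0493, in a range of 0.0493 to 0.613. TRIL (chromosome 7, 28953358 to 28958330), which overlaps an antisense gene, rose from 101.6 ± 2.71 CPM to 149.6 ± 18.3 CPM, a log2 fold change of 0.56 (standard error 0.147, adjusted p = 0.151), in a range of 0.0504 to 0.609. With the GC trend removed, a step chosen after seeing the data, the adjusted p-values of MAP2K6, TNFRSF9, TRAF1, BIRC3 and TLR3 lay between 0.0123 for MAP2K6 and 0.0443 for TNFRSF9, and that of TRIL was 0.12. In all 7 genes the libraries of the groups did not overlap.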

The silencing of RIPK4 led to decreased levels of MAP2K6, TNFRSF9, TRAF1, and BIRC3 transcripts, along with increased levels of TONSL, TLR3, and TRIL transcripts. These transcripts encode proteins involved in NFκB and MAPK associated with immune response processes. Notably, MAP2K6, MAP2K3, and IL-6R, which belong to the MAPK kinase pathway, are the main activators of p38 and JNK (Darling and Cook 2014). Furthermore, our results showed a decrease in the expression of ELK-1, HAS3, NOTCH3, and PMEL genes along with an increase in ADAM12, YBX3, ROR1, and RGS2 genes upon RIPK4 downregulation.

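MAP2K3 (chromosome 17, 21284672 to 21315232) had 63.7 ± 17.0 CPM (SD, n = 3) in neg.si and 79.0 ± 15.7 CPM (SD, n = 3) in RIPK4.si, a log2 fold change of 0.31 (standard error 0.229, adjusted p = 0.747 from edgeR's quasi-likelihood test). This difference was within the spread between replicates, and the groups overlapped. IL6R (chromosome 1, 154405193 to 154469450) fell from 38.3 ± 1.92 CPM to 23.3 ± 3.53 CPM, a log2 fold change of -0.72 (standard error 0.166, adjusted p = 0.105). Its adjusted p-value was 0.0115 with DESeq2, in a range of 0.0115 to 0.461 over the alternatives, and 0.0313 with the GC trend removed, a step chosen after seeing the data. IL6R holds the sequence ACAGCTT in its 3' UTR and overlaps IL6R-AS1 on the opposite strand.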

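ELK1 (chromosome X, 47635521 to 47650604) fell from 51.8 ± 12.5 CPM (SD, n = 3) in neg.si to 18.8 ± 2.12 CPM (SD, n = 3) in RIPK4.si, a log2 fold change of -1.46 (standard error 0.208, adjusted p = 0.0292 from edgeR's quasi-likelihood test); its 3' UTR holds 2 copies of ACAGCTT. HAS3 (chromosome 16, 69105653 to 69118719), which overlaps CHTF8 on the opposite strand, fell from 18.6 ± 0.686 CPM to 5.68 ± 0.260 CPM, a log2 fold change of -1.71 (standard error 0.162, adjusted p = 0.00655). NOTCH3 (chromosome 19, 15159038 to 15200995) fell from 9.46 ± 2.80 CPM to 3.46 ± 0.252 CPM, a log2 fold change of -1.45 (standard error 0.25, adjusted p = 0.0404). PMEL (chromosome 12, 55954105 to 55973317) fell from 280.0 ± 31.5 CPM to 113.6 ± 8.11 CPM, a log2 fold change of -1.30 (standard error 0.152, adjusted p = 0.0111). The whole of CDK2 lies within PMEL on the opposite strand, so reads of these genes could not be told apart by strand. ADAM12 (chromosome 10, 126012381 to 126388455) rose from 31.3 ± 5.56 CPM to 71.0 ± 20.3 CPM, a log2 fold change of 1.18 (standard error 0.237, adjusted p = 0.066). ADAM12 was called with DESeq2 (0.00017), with no filter on low counts (0.0396) and without neg.si replicate 3 (0.0177), in a range of 0.00017 to 0.337, and its 3' UTR holds both ACAGCTT and AGCAACC. YBX3 (chromosome 12, 10699089 to 10723323), whose 3' UTR holds AGCAACC, rose from 35.6 ± 1.42 CPM to 87.9 ± 7.28 CPM, a log2 fold change of 1.30 (standard error 0.143, adjusted p = 0.0102). ROR1 (chromosome 1, 63774017 to 64181498), which overlaps ROR1-AS1 on the opposite strand, rose from 23.2 ± 1.83 CPM to 36.8 ± 0.824 CPM, a log2 fold change of 0.67 (standard error 0.147, adjusted p = 0.09). ROR1 was called with DESeq2 (0.00697) and without neg.si replicate 3 (0.0454), in a range of 0.00697 to 0.482. With the GC trend removed, chosen after seeing the data, ADAM12 and ROR1 each had 0.0149. Leaving out 1 library changed the calls of ELK1, HAS3, NOTCH3, PMEL and YBX3. Without neg.si replicate 2 their adjusted p-values lay between 0.105 for HAS3 and 0.257 for NOTCH3. Without RIPK4.si replicate 1 they lay between 0.0885 and 0.184, without RIPK4.si replicate 2 between 0.0545 and 0.169, and without RIPK4.si replicate 3 between 0.0725 and 0.253. Without neg.si replicate 1, NOTCH3 had 0.0661. Of the 15 genes shown in Fig. 2B, 6 were called over all genes tested, 15 adjusted over the list alone, and 14 with DESeq2; the study chose these genes on the same libraries, so the count over the list alone is not independent evidence.

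**Figure D1:**
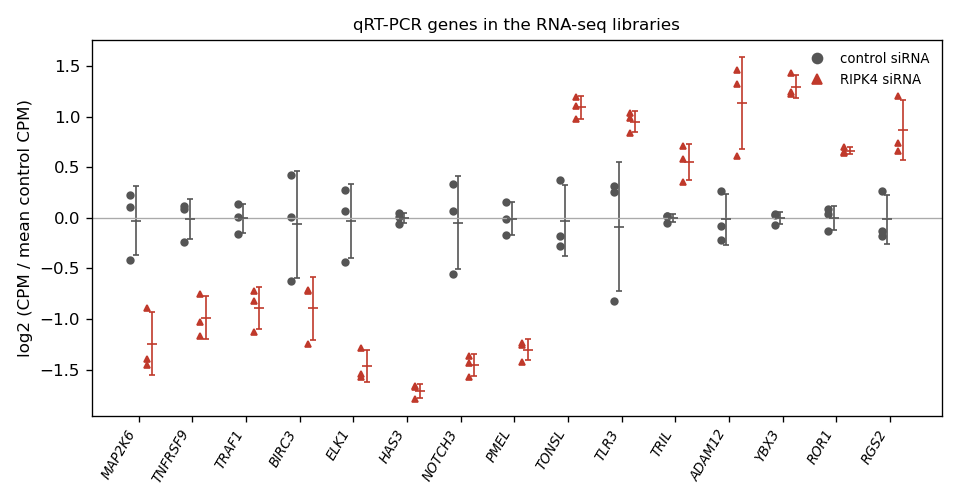
Transcript levels of the 15 genes of Fig. 2B in the RNA-seq libraries, as log2 of CPM over the mean neg.si CPM; each point is 1 library (circles, neg.si; triangles, RIPK4.si), and the bars are the mean ± SD of the 3 log2 values of a group. The RIPK4.si libraries lie under the neg.si libraries in the 8 genes that fell and above them in the 7 that rose, with no overlap.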

The silencing of RIPK4 resulted in significant changes in the transcriptome, accompanied by 40% decrease in the phosphorylation level of the p38 protein compared to the control. In addition, we observed a substantial 40% decrease in the protein level of BIRC3, while the MAP2K6 protein level remained slightly changed (Fig. 2C). Although previous studies have indicated the involvement of RIPK4 in adhesion, migration, differentiation, and genes associated with inflammatory processes (Adams et al. 2007; Holland et al. 2002; Kwa et al. 2014, 2016), these have not been demonstrated specifically in melanoma.

### RIPK4 interaction with DEGs associated with inflammation-related genes

As melanoma is one of the immunogenic neoplasms, we focused on genes related to inflammation. Based on the STRING and GeneMANIA databases, we constructed a protein–protein interaction network of selected DEGs linked to inflammation (Fig. 3). 

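The 41 inflammation-related genes drawn in Fig. 3B were all tested with edgeR. Of these, 21 fell and 20 rose in RIPK4.si, with log2 fold changes from -3.03 to 2.31. Over all genes tested, 12 had an adjusted p-value under 0.05, and DESeq2 called 40. Adjusted over the list alone, 41 passed, which is not independent evidence, since the study took the list from these libraries. The count of 12 became 23 without neg.si replicate 3 and 1 without RIPK4.si replicate 2. It became 0 without RIPK4.si replicate 1, RIPK4.si replicate 3 or neg.si replicate 2, while 41 had an unadjusted p-value under 0.05 in the 6 libraries. ACAGCTT was present in the 3' UTR of 8 of the 21 genes that fell and 5 of the 20 that rose. AGCAACC was present in that of 5 of the 20 that rose and 0 of the 21 that fell. Both sequences were picked on the fold changes of these libraries, so these counts are not independent evidence either.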

Notably, 10 out of the 41 DEGs did not exhibit connections within any type of network (STRING interaction score = 0.4).

**Fig. 3:**
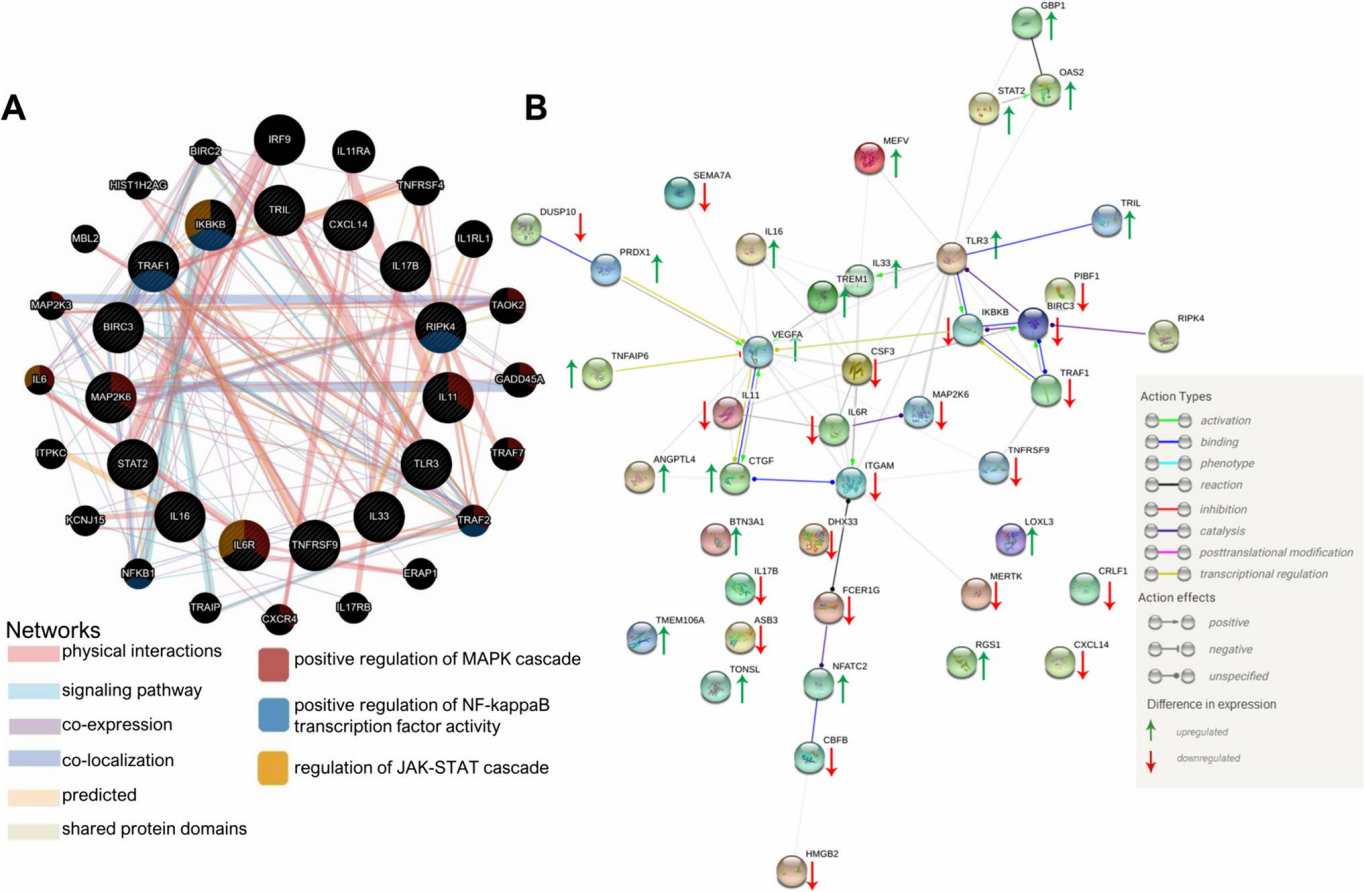
A network of interactions between genes involved in the regulation of inflammation, in which transcript levels were altered by downregulation of RIPK4 expression in WM266.4 cells. The analysis was performed in the GeneMANIA (**A**) and STRING (**B**) databases. The network shows the following types marked according to the legend, interactions: activation, binding, catalysis, transcriptional regulation

Thirty DEGs were connected to networks through complex relationships. The functional partner of RIPK4 predicted by the STRING tool is BIRC3. BIRC3 in turn forms a further network of interactions with TRAF1, IKBKB, and TLR3 and indirectly with TRIL and IL-33. Furthermore, BIRC3 is connected to TRAF1, which physically interacts with TNFRSF9. 

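Among the genes placed around BIRC3, IKBKB (chromosome 8, 42271302 to 42332653) fell from 28.1 ± 1.21 CPM (SD, n = 3) in neg.si to 18.6 ± 0.922 CPM (SD, n = 3) in RIPK4.si, a log2 fold change of -0.59 (standard error 0.147, adjusted p = 0.128 from edgeR's quasi-likelihood test). DESeq2 gave 0.0388, in a range of 0.0388 to 0.59 over the alternatives, and the removal of the GC trend, chosen after seeing the data, gave 0.0305. The 3' UTR of IKBKB holds 2 copies of ACAGCTT. IL33 (chromosome 9, 6215786 to 6257983) rose from 3.01 ± 0.295 CPM to 5.49 ± 0.518 CPM, a log2 fold change of 0.86 (standard error 0.199, adjusted p = 0.102). DESeq2 gave 0.0248, in a range of 0.0248 to 0.456, and the removal of the GC trend gave 0.0876. In both genes the libraries of the groups did not overlap.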

TRAF1 and TNFRSF9 are receptors for TNF-α (Rothe et al. 1994; Snell et al. 2011). In addition, catalysis between IL-6R and MAP2K6 is observed separately (Fig. 3B). The interaction network obtained using STRING indicates that MAP2K6 kinase is regulated by IL-6R activation, while the GeneMANIA database showed a close functional relationship between MAP2K6 and MAP2K3. Using database resources, additional information was also obtained on the gene membership of selected signaling pathways important for inflammation regulation. RIPK4 is predicted to be part of the NFκB transcription factor, along with TRAF1 and IKBKB (Fig. 3B).

Bioinformatics analysis revealed two additional pathways: the MAP kinase cascade and the JAK-STAT signaling pathway (Fig. 3A). However, genes associated with the JAK-STAT cascade did not exhibit significant alterations in expression in the NGS analysis (*p* > 0.05, Supplementary Materials Table S5). 

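Of the 11 genes of Table S5, 8 passed edgeR's filter on low counts. None of the 8 had an adjusted p-value under 0.05 over all genes tested, and none did when adjusted over the list alone, while 2 had an unadjusted p-value under 0.05. CSF3R was among the latter. CSF3R (chromosome 1, 36466043 to 36483278) rose from 4.17 ± 0.558 CPM (SD, n = 3) in neg.si to 7.02 ± 1.31 CPM (SD, n = 3) in RIPK4.si, a log2 fold change of 0.75 (standard error 0.218, adjusted p = 0.195 from edgeR's quasi-likelihood test), in a range of 0.092 to 0.669 over the alternatives. In CSF3R the groups did not overlap. Log2 fold changes were 0.48 for SOCS3, 0.32 for PIM1, 0.31 for OSMR, 0.07 for GHR, 0.00 for LIF and -0.06 for JAK1, with adjusted p-values from 0.695 to 0.997 and with overlapping groups. The sign for GHR and LIF depended on single libraries: GHR had -0.16 without RIPK4.si replicate 1, -0.07 without RIPK4.si replicate 3 and -0.15 without neg.si replicate 1, and LIF had -0.004 without RIPK4.si replicate 2 and -0.13 without neg.si replicate 3. SOCS3 and GHR hold AGCAACC. OSMR, GHR, LIF and JAK1 overlap a gene on the opposite strand, JAK1 by only 4 bases. Over the list alone, 1 gene passed with DESeq2, with upper-quartile normalization and without RIPK4.si replicate 1, and 2 passed without neg.si replicate 1. With the GC trend removed, a step chosen after seeing the data, the adjusted p-value of CSF3R over all genes was 0.0642, and 2 genes passed over the list alone.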

A better understanding of the role of RIPK4 in regulating the JAK-STAT cascade requires further study. The outer circle of the signaling network includes genes not directly analyzed but identified by the database as closely related to the studied genes (Fig. 3A). This provides important information for planning further experiments and better understanding the impact of RIPK4 on inflammation regulation.

Our previous studies have demonstrated that downregulation of RIPK4 by siRNA decreases the level of P-p65 in WM266.4 and A375 cells (Madej et al. 2021). To explore the relationship between NFκB and RIPK4 expression, we performed immunohistochemical analysis of RIPK4 levels along with immunofluorescence for the p65 subunit of NFκB in clinical specimens of cutaneous melanomas (Fig. 4A). The positive correlation observed between RIPK4 expression levels and the number of p65-positive cells, as well as the intensity of p65 fluorescence in melanoma biopsies (Fig. 4B), further confirms the link between RIPK4 expression and NF-κB activation.

**Fig. 4:**
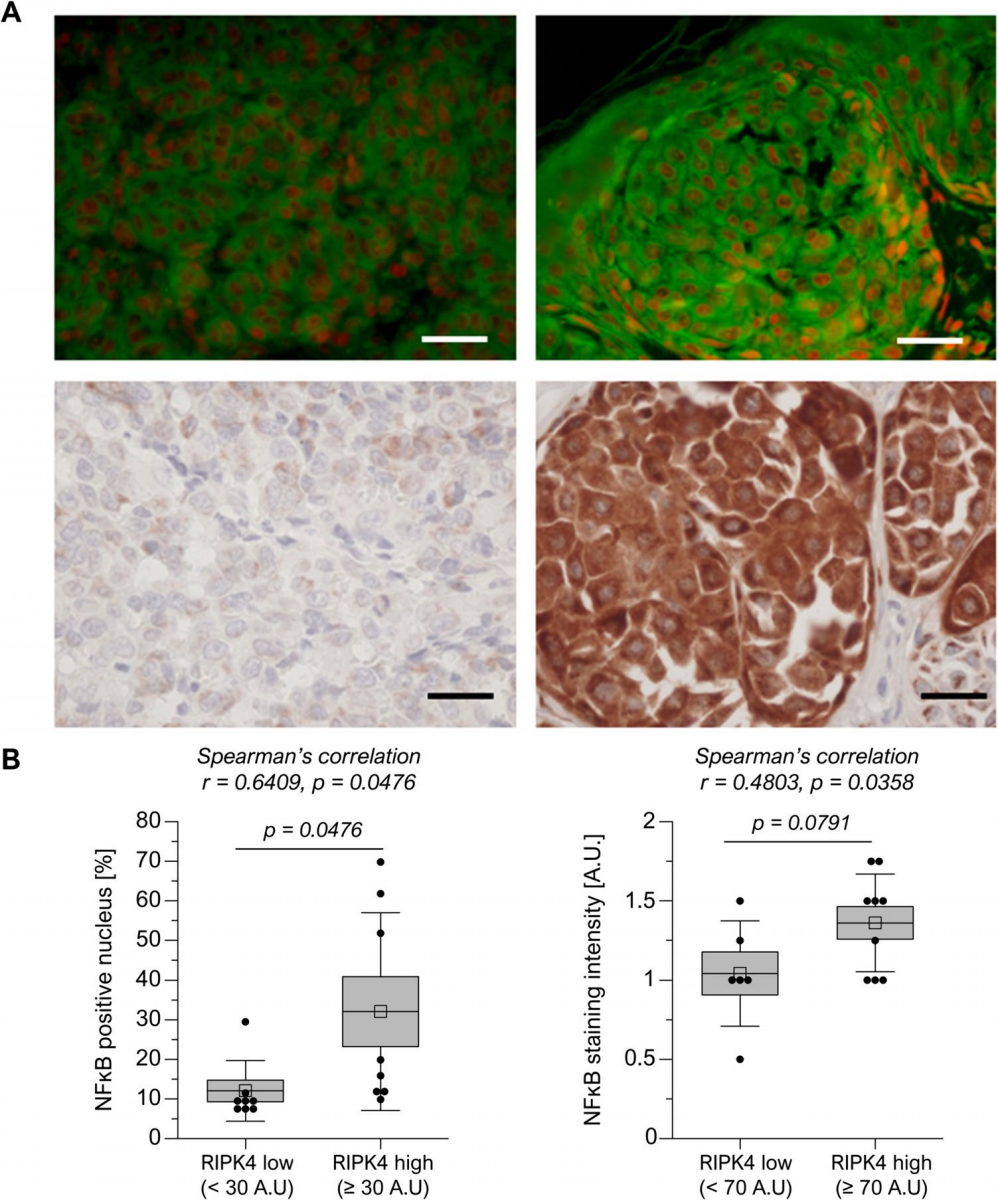
Relationship between NF-κB and RIPK4 expression in cutaneous melanomas (*n* = 17). p65 subunit of nuclear factor-κB immunofluorescence (upper row) in RIPK4 (lower row) showing low (left column) and high (right column) expressions in human cutaneous melanomas. p65 (AlexaFluor 488-green) and nuclei (PI-res) signals were captured using epifluorescence microscope with 475 nm and 542 nm excitation wavelengths, respectively, and merged. Scale bars = 50 μm (**A**). Percentage of p65 subunit of NFκB-positive melanoma cells nuclei (left) and NFκB staining intensity (right) in melanoma cells in melanoma cases showing RIPK4 low and RIPK4 high agranular and granular staining, respectively. Low and high expressions of RIPK4 were distinguished with the median value. Spearman’s correlation between NFκB and RIPK4 is indicated in the graph (**B**)

### RIPK4 downregulation inhibits TNF-α-stimulated IL-8 and IL-6 production in melanoma cells

TNF-α is one of the pleiotropic cytokines, playing a central role in the tumor-associated cytokine network. In addition, TNF-α stimulates the secretion of IL-8 by NF-κB activation (Osawa et al. 2002), and its effects on melanoma growth and metastasis have been extensively reviewed in previous literature (Anghel et al. 2015; Bar-Eli 1999; Singh and Varney 2000). Therefore, we evaluated TNF-α levels in the serum of patients with advanced melanoma. The mean levels of TNF-α in patients’ serum were significantly higher (33.8 pg/ml; *n* = 32), compared to healthy volunteers (22.8 pg/ml; *n* = 20) (Fig. 5A).

**Fig. 5:**
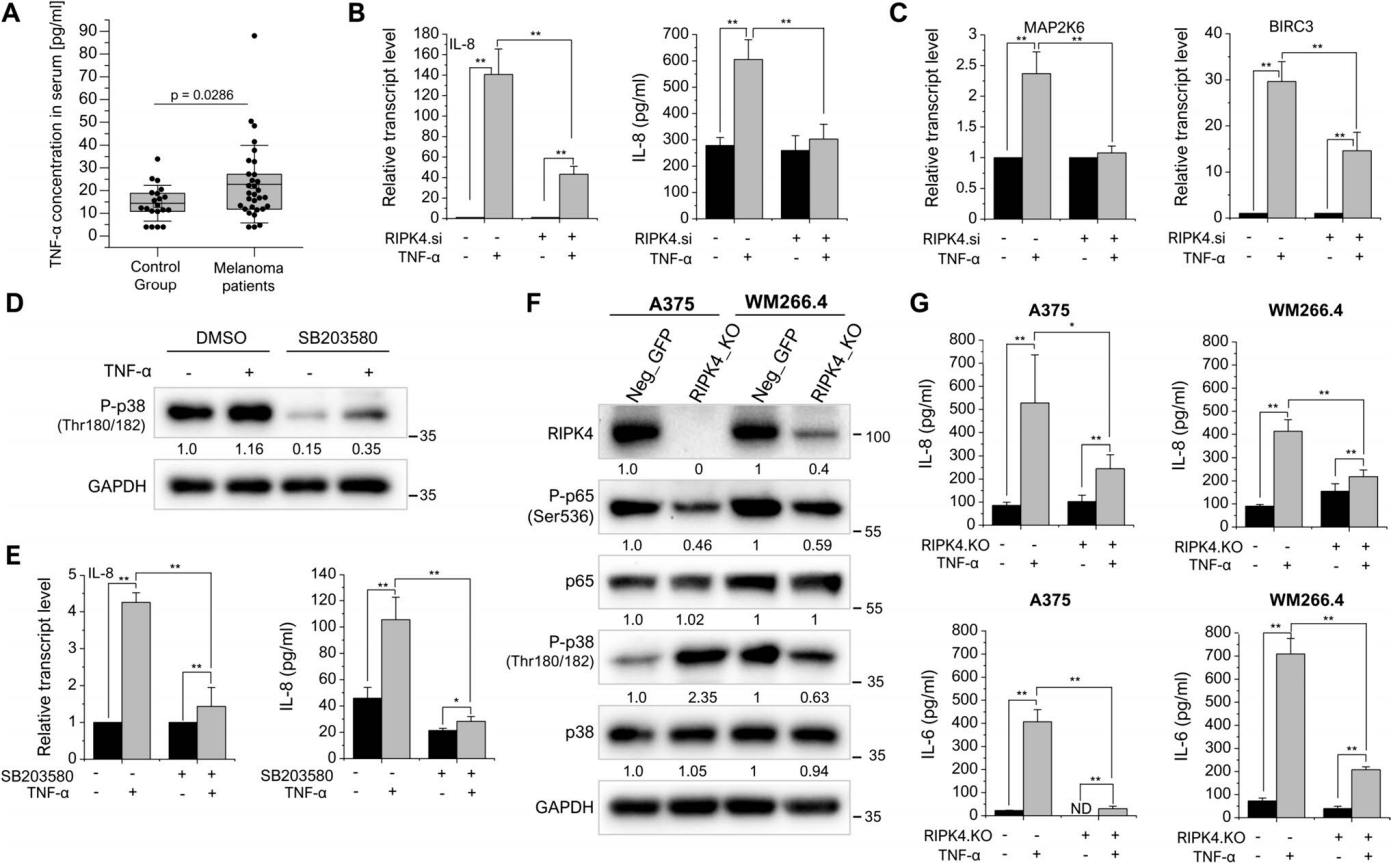
Effect of downregulation of RIPK4 on selected protein expression after TNF-α stimulation. TNF-α concentration in the serum in melanoma patients (*n* = 32) and control group (*n* = 20). The p value represents statistical significance in Mann–Whitney test (**A**). Effect of TNF-α (10 ng/ml) in RIPK4.si and neg.si transfected cells on mRNA and secretion level of IL-8 (**B**) and mRNA level of MAP2K6 and BIRC3 transcripts normalized to GAPDH. *n* = 3, **p < 0.01. (**C**). Effect of TNF-α (10 ng/ml) on pre-treated WM266.4 cells with SB203580 (10 µM) on RIPK4 and P-p38 expression assessed by Western blot (**D**) and mRNA and secretion level of IL-8 (**E**). Selected protein levels in A375^RIPK4.KO^ and WM266.4^RIPK4.KO^ cells along with densitometry. GAPDH served as loading control. (**F**). Effect of TNF-α on IL-8 and IL-6 secretion in A375^RIPK4.KO^ and WM266.4^RIPK4.KO^ cells and their controls. *n* = 3, ND indicates not determined (**G**)

Furthermore, to investigate the impact of RIPK4 on IL-8 expression, we downregulated RIPK4 in WM266.4 cells and subsequently treated them with TNF-α. Our findings revealed a significant suppression of IL-8 at both the mRNA level (70% reduction, *p* < 0.01) and in secretion (87% reduction, p < 0.01) (Fig. 5B). These observations were accompanied by a decrease in mRNA expression of BIRC3 and MAP2K6 (Fig. 5C). Since we demonstrated that RIPK4 inhibits p38 phosphorylation, we used an inhibitor of p38 activation (SB203580) and assessed its effect on TNF-α-stimulated IL-8 production. We found inhibition of p38 phosphorylation and IL-8 production (Fig. 5D and E), confirming that RIPK4 may play a role in IL-8 secretion via p38 pathway. Interestingly, TNF-α increased the expression of RIPK4 independently of the presence of p38 phosphorylation inhibitors.

To explore the long-term effects of RIPK4 silencing and overcome the limitations of transient siRNA-mediated knockdown, we performed stable silencing of RIPK4 using the CRISPR-Cas9 system. We generated two melanoma cell lines, WM266.4 and A375, with confirmed *RIPK4* knockout (RIPK4.KO) along with their respective control cells (Neg.GFP) (Fig. 5F). Assessing the impact of stable RIPK4 silencing on cytokine production, we stimulated the RIPK4.KO and Neg.GFP cells with TNF-α and measured IL-8 production using ELISA. In addition, the levels of IL-6, which is one of the most induced NFκB-dependent cytokines (Brasier 2010), were examined. Figure 5G shows that both A375^RIPK4.KO^ stimulated with TNF-α and WM266.4^RIPK4.KO^ produced less IL-8 and IL-6 than those of their Neg.GFP controls.

## Discussion

RIPK4 is involved in many processes related to skin development and epidermal homeostasis, as it is required for keratinocyte differentiation. Recent studies have shown that RIPK4 plays an important role in various cancers, exhibiting both oncogenic (Gong et al. 2018; Liu et al. 2015, 2018, 2021; Qi et al. 2018; Yi et al. 2020) and tumor suppressive (Kopparam et al. 2017; Li et al. 2021; Poligone et al. 2015; Wang et al. 2014) functions, depending on the cellular context. In our prior study, we demonstrated heterogeneous expression of RIPK4 in melanoma samples, where it acts as an oncogene, in contrast to cutaneous squamous cell carcinoma, where it functions as a tumor suppressor (Madej et al. 2021). To investigate the molecular function of the RIPK4 protein in melanoma cells, we performed a transcriptome analysis of WM266.4 cells with silencing of this kinase.

The transcriptome analysis revealed the regulatory role of RIPK4 in the invasive potential of melanoma cells by participating in the regulation of the expression of numerous genes crucial for metastasis. Gene ontology analysis of DEGs based on biological processes indicates that both downregulated and upregulated DEGs were associated with adhesion/migration, differentiation, cell proliferation, and inflammation. These findings align with the essential role of RIPK4 in normal keratinocytes (Adams et al. 2007; Holland et al. 2002; Kwa et al. 2014, 2016).

Global transcriptome analysis of WM266.4 melanoma cells with silencing of RIPK4 confirmed the significant role of RIPK4 kinase in melanoma cell transformation and development. This was demonstrated by changes in the expression levels of genes associated with cell adhesion, the formation of adhesion foci, and the dynamics of the architecture of the actin cytoskeleton and extracellular matrix. 

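Of the 41 adhesion and migration genes of Fig. 2A, 22 fell and 19 rose in RIPK4.si, with log2 fold changes from -2.38 to 1.99. All had an unadjusted p-value under 0.05 with edgeR, and in all of them the libraries of the groups did not overlap. This is not independent evidence, since the study chose the list on these libraries. In this list, 11 of the 22 genes that fell and 5 of the 19 that rose hold ACAGCTT in the 3' UTR. AGCAACC is held by 7 of the 19 that rose and 2 of the 22 that fell. Both sequences were picked on the fold changes of these libraries, so these counts are not independent evidence either. From changes in genes of adhesion, adhesion foci, the actin cytoskeleton and the extracellular matrix, the paper concludes that RIPK4 kinase has a significant role in the transformation and development of melanoma cells.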

Notably, our previous observations indicated that RIPK4 silencing led to alteration in focal contact architecture, resulting in reduced cell movement of melanoma cells (Madej et al. 2021). Furthermore, in the present analysis, we found that RIPK4 may be involved in regulating the expression levels of hyaluronan synthase 3 (HAS3), Notch receptor 3 (NOTCH3), and ADAM12, which are important for cell migration (Arasu et al. 2020; Howard et al. 2013; Pekkonen et al. 2018; Skandalis et al. 2020; Thodeti et al. 2005). Overexpression of the ETS-domain containing protein (ELK-1) promoted the adhesion, migration, and invasion of colorectal cancer (Ma et al. 2021). This transcription factor has been reported to be directly phosphorylated by p38 (Ferreiro et al. 2010). It appears that RIPK4 kinase may regulate the adhesive properties of melanoma cells by involving in the p38/EKL-1 axis.

In addition, the analysis confirms our previous findings that silencing RIPK4 in WM266.4 cells significantly reduces their proliferative potential. This effect is attributed to the inhibition of the cyclin-dependent kinase pathway CDK2/CDK6, suggesting impaired proliferation rather than increased cell death as the underlying mechanism (Madej et al. 2021, 2023). 

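Of the 45 proliferation genes of Fig. 2A, 25 fell and 20 rose in RIPK4.si, with log2 fold changes from -1.77 to 1.54. CDK2 (chromosome 12 of GRCh38, 55966781 to 55972789) fell from 112.1 ± 2.38 CPM (SD, n = 3) in neg.si to 63.8 ± 1.64 CPM (SD, n = 3) in RIPK4.si, a log2 fold change of -0.81 (standard error 0.132, adjusted p = 0.0355 from edgeR's quasi-likelihood test). Its adjusted p-value ranged from 0.000115 to 0.311 over the alternatives and was 0.184, 0.126 and 0.311 without RIPK4.si replicate 1, 2 or 3, 0.0593 without neg.si replicate 1 and 0.279 without neg.si replicate 2. CDK2 lies within PMEL, which is on the opposite strand and also fell, and the counting ignored strand. CDK6 (chromosome 7, 92604921 to 92836594) fell from 204.2 ± 71.6 CPM to 96.4 ± 20.4 CPM, a log2 fold change of -1.08 (standard error 0.263, adjusted p = 0.123). DESeq2 gave 0.00399, in a range of 0.00399 to 0.383, and the removal of the GC trend, chosen after seeing the data, gave 0.0196. The 3' UTR of CDK6 holds 2 copies of ACAGCTT and 1 of AGCAACC, and the gene overlaps antisense genes. In CDK2 and in CDK6 the groups did not overlap.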

Interestingly, proteins responsible for regulating cell adhesion, such as NOTCH3 (Pekkonen et al. 2018) and ADAM12 (Roy et al. 2017), are known to also play a role in controlling cell proliferation. The analysis also revealed a significant increase in the expression of RGS2, a member of GTPase-activating protein family, upon RIPK4 silencing. This upregulation of RGS2 inhibits MAPK and AKT signaling, thereby preventing melanoma cell growth, as demonstrated by Lin et al. (Lin et al. 2021). 

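RGS2 (chromosome 1, 192809039 to 192812275) rose from 67.7 ± 11.9 CPM (SD, n = 3) in neg.si to 125.5 ± 26.9 CPM (SD, n = 3) in RIPK4.si, and every RIPK4.si library lay above every neg.si library. The log2 fold change was 0.89 (standard error 0.197, adjusted p = 0.09 from edgeR's quasi-likelihood test), and it stayed between 0.71 and 1.06 with each library left out in turn. The adjusted p-value was 0.00494 with DESeq2, in a range of 0.00494 to 0.337 over the alternatives, and 0.0534 with the GC trend removed, a step chosen after seeing the data. RGS2 overlaps an antisense gene, and its 3' UTR holds ACAGCTT.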

Consistent with our previous findings, we noted a significant reduction in the activation of the AKT/FAK signaling axis in WM266.4 cells with a decreased level of RIPK4 (Madej et al. 2023), which may be a result of induced RGS2 expression.

Increased production of proinflammatory cytokines by melanoma cells and persistent chronic inflammation in their microenvironment have been shown to promote tumor progression and metastasis (Filimon et al. 2021; Simiczyjew et al. 2020). In keratinocytes, RIPK4 and IRF6 function as a cell-intrinsic signaling axis that not only regulates keratinocyte differentiation but also mediates the expression of proinflammatory cytokines such as CCL5 and CXCL11 (Kwa et al. 2016). In addition, studies suggest that RIPK4, acting through IRF6, may regulate ELOVL4 to control lipid and fatty acid metabolism (Oberbeck et al. 2019; Yan et al. 2023). Botti et al. reported a tumor-suppressive function of IRF6 in squamous cell carcinomas (Botti et al. 2011); however, studies on melanoma are limited. Our results reveal that IRF6 expression in the WM266.4 cell line is very low. 

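ELOVL4 (chromosome 6, 79914814 to 79947553) had 4.10 ± 1.65 CPM (SD, n = 3) in neg.si and 3.25 ± 0.591 CPM (SD, n = 3) in RIPK4.si. The log2 fold change was -0.34 (standard error 0.31, adjusted p = 0.82 from edgeR's quasi-likelihood test), within the spread between replicates. The adjusted p-value ranged from 0.396 to 0.999 over the alternatives, and without neg.si replicate 3 the log2 fold change was 0.02.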

The expression of ELOVL4 is relatively higher, but we did not observe a statistically significant difference between cells with silencing RIPK4 and control cells (*p* = 0.94). This suggests a relatively minor impact of IRF6 and ELOVL4 in melanoma, further emphasizing the context-dependent role of RIPK4 in both non-melanoma and melanoma skin cancers.

Our study reveals a possible association of inflammation-related DEGs and the expression of RIPK4 in melanoma, which has not been previously described. Using the STRING and GeneMANIA databases, which generate predictions of gene interaction networks, revealed the potential involvement of RIPK4 kinase in regulating inflammation through the NF-κB and MAPK pathways. This observation is in concordance with our previous report, showing that RIPK4 kinase regulates NF-κB signaling pathway in melanoma cells, thereby enhancing their invasive potential (Madej et al. 2021). Herein, we confirm the correlation of RIPK4 expression with the number of p65-positive cells as well as the intensity of p65 fluorescence in clinical samples.

The STRING tool predicts BIRC3 as the functional partner of RIPK4. According to Bertrand et al., RIPK4 plays a role as a mediator in the regulation of the NF-κB pathway by interacting with BIRC3, a protein known as an apoptosis inhibitor that forms a complex with the TRAF protein (Bertrand et al. 2011). It is well established that the expression of BIRC3 could be stimulated by TNF-α (Diessenbacher et al. 2008). Our findings notably indicate an increase in TNF-α concentration in serum in advanced melanoma patients, confirming studies by Wang et al., where TNF-α has been implicated in melanoma progression, positively correlated with Breslow thickness and serum levels of TNF-α (Wang et al. 2021).

TNF-α is a multifunctional cytokine that plays a role in inflammation, immunity, antiviral responses, and various diseases. Its pleiotropic action modulates the tumor microenvironment through paracrine mechanisms in the context of tumor tissue. Our data suggest that downregulation of RIPK4 decreases the expression of BIRC3 and MAP2K6 in cells stimulated by TNF-α. Osawa showed that the induction of IL-8 expression by TNF-α could be inhibited when two survival signals. NF-κB and PI3K/Akt, were suppressed by the presence of mutant form of inhibitor of NF-κB (IκB); by dominant negative (kinase-dead) Akt; or by treating cells with LY 294002, an inhibitor of PI3K (Osawa et al. 2002). Interestingly, we have already revealed that RIPK4 downregulation impairs NF-κB and PI3K/Akt signaling (Madej et al. 2021, 2023).

In this study, we have found that downregulation of RIPK4 using two different techniques, siRNA and CRISPR/Cas9, inhibits IL-8 and IL-6 production in two melanoma cell lines, WM266.4 and A375. Singh et al. showed a positive correlation between the level of IL-8 produced by melanoma cells and their metastatic potential (Singh et al. 2010). These observations under in vivo conditions were confirmed by Huang et al. (Huang et al. 2002), using ABX-IL-8 antibodies that inhibit the interaction of IL-8 with its receptor as a therapy against melanoma. Their study also confirmed that IL-8 inhibition significantly reduces the expression of extracellular matrix metalloproteinase 2 (MMP-2), thereby reducing the angiogenic potential of melanoma cells and providing lung metastasis. The expression of cytokines and other inflammatory mediators is subject to regulation involving various molecules, including RIPK4 kinase (Kwa et al. 2016). The primary role of this protein is regulating the differentiation process of keratinocytes. However, it has also been shown to have a role in enhancing the expression of proinflammatory cytokines such as IL-8 and CCL5 through activation of the NF-κB and IRF6 pathways in these cells (Kwa et al. 2016).

We postulate that the attenuated signal transduction triggered by TNF-α is a consequence of the reduced expression of the TRAF1 and TNFRSF9 receptors. Tyciakova observed that TNF-α overexpression is accompanied by a significant upregulation of the proinflammatory cytokine IL-6 gene in A375 melanoma cells and proapoptotic ligand TRAIL gene in colorectal cancer cell HT29, both of which were mediated by TNF-α/TNFR1 signaling (Tyciakova et al. 2021). On the contrary, our study suggests that RIPK4 may regulate IL-8 expression by involving in the MAPK kinase cascade and NF-κB. Brancho et al. (Brancho et al. 2003) described TNF-dependent activation of the p38 pathway by MAP2K6 and MAP2K3. The p38 MAPK pathway, when activated, can phosphorylate a wide range of proteins and lead to the maintenance of an aggressive tumor phenotype and/or resistance to chemotherapy (Flem-Karlsen et al. 2019).

Summarizing, our recent data confirm our previous findings, indicating a correlation between NF-κB activation and RIPK4 expression in melanoma patient specimens. Furthermore, based on our new findings, it suggests that RIPK4 may play a pivotal role in regulating the expression of IL-8 and IL-6 in response to TNF-α stimulation of melanoma cells. This regulatory function of RIPK4 likely involves signal transduction through the BIRC3/p65 and p38 MAPK signaling pathway. These data reveal a complex role for RIPK4 in regulating the immune signaling network in melanoma cells and suggest that this kinase may serve as a potential complementary therapy for melanoma-targeted adjuvant therapy.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

Data will be made available on request.

## Abbreviations

BRAFi: BRAF inhibitors
CRISPR/Cas9: Clustered regularly interspaced short palindromic repeats/CRISPR-associated protein 9
DEG: Differentially expressed genes
IL: Interleukin
RIPK4: Receptor-interacting serine/threonine kinase 4
TNF-α: Tumor necrosis factor-alfa
RNA-seq: RNA-sequencing

# Supplementary material for: The involvement of RIPK4 in TNF-α-stimulated IL-6 and IL-8 production by melanoma cells
**Source:** J Cancer Res Clin Oncol. 2024 Apr 24;150(4):209. doi: 10.1007/s00432-024-05732-3
**Supplement:** Supplementary file 1 — Supplementary file1

*Journal of Cancer Research and Clinical Oncology*

**Supplementary materials**

RIPK4 downregulation in melanoma cells impairs TNF-α- stimulated IL-8 production via p38.

Ewelina Madej^1^, **Anna Lisek^1^,** Anna A. Brożyna^2^, **Agnieszka Cierniak^3^**, Norbert Wronski^1^, **Milena Deptuła^4^, Anna Wardowska^5^,** Agnieszka Wolnicka-Glubisz^1^

**Table S1**. Clinico-pathomorphological characteristic of melanoma patients.

| **Parameter** | **Melanoma patients** |
| --- | --- |
| **Number of cases** | 17 |
| **Sex** (female/male) | 8/9 |
| **Age** (mean [range]) | 63.9 (35-90) |
| **Breslow** (number of patients) |  |
| *≤1.0mm* | 2 |
| *1.0-2.0mm* | 2 |
| *2.1-3.0mm* | 2 |
| *3.1-4.0mm* | 1 |
| *>4.0mm* | 10 |
| **Clark level** (number of patients) |  |
| *I* | 0 |
| *II* | 2 |
| *III* | 6 |
| *IV* | 4 |
| *V* | 5 |
| **Histological type** |  |
| *SSM* | 7 |
| *NMM* | 10 |
| **Non-metastasizing/Metastasizing** (number of patients) | 5/12 |

**Table S2.** Characteristic of melanoma patients and control group included in the TNF-α study.

| **Variable** | **Melanoma patients (n=32)** | **Control group (n=20)** |
| --- | --- | --- |
| **Age** (mean; median; range [years]) | 66; 63; 40-83 | 53; 47; 23-94 |
| *<30* | 0 | 1 |
| *30-39* | 0 | 2 |
| *40-49* | 6 | 8 |
| *50-59* | 5 | 2 |
| *60-69* | 10 | 4 |
| *≥70* | 11 | 3 |
| **Sex** (female/male) | 16/16 | 12/8 |
| **TNF α**  *mean*  *median*  *range [pg/ml]* | 22.80  18.23  3.90-88.00 | 33.83  12.89  3.90-33.83 |
| **Treatment** (Radiotherapy after surgery/Surgery) | 32/0 | 0/20 |

**Table S3.** List of TaqMan probes used and purchased from Thermo Fisher Scientific / Invitrogen.

| **Gene** | **ID:** |
| --- | --- |
| RIPK4 | Hs01062501_m1 |
| BIRC3 | Hs00985030_g1 |
| MAP2K6 | Hs00992389_m1 |
| TRAF1 | Hs01090170_m1 |
| TNFRSF9 | Hs00155512_m1 |
| IL-8 | Hs00174103_m1 |
| IL-6 | Hs00174131_m1 |
| YBX3 | Hs01124964_m1 |
| ROR1 | Hs00938677_m1 |
| PMEL | Hs00173854_m1 |
| RGS2 | Hs01009070_g1 |
| ELK-1 | Hs00901847_m1 |
| HAS3 | Hs00193436_m1 |
| NOTCH3 | Hs01128537_m1 |
| ADAM12 | Hs01106101_m1 |
| TONSL | Hs00273774_m1 |
| TLR3 | Hs01551079_g1 |
| TRIL | Hs04188203_s1 |
| GAPDH | Cat. No. 4326317E |

**Table S4.** Antibodies used for Western Blot, IF and IHC analysis

| **Method** | **Antibody** | **Source** | **Dilution** | **Cat. No.** | **Company** |
| --- | --- | --- | --- | --- | --- |
| Western blot | anti-RIPK4 | rabbit | 1:2000 | 12636 | Cell Signaling Technology |
|  | anti-GAPDH |  |  | 5174 |  |
|  | anti-p38 |  |  | 9212 |  |
|  | anti-phospho-p38 (Thr180/Tyr182) |  |  | 4511 |  |
|  | anti-BIRC3 (c-IAP2) |  |  | 3130 |  |
|  | anti-p65 NF-κB subunit |  |  |  |  |
|  | anti-phospho-p65 NF-κB subunit (Ser636) |  |  |  |  |
|  | anti-MAP2K6 |  |  | SAB4502413 | Sigma -Aldrich/Merck |
|  | HRP-conjugated goat anti-mouse | goat | 1:4000 | 554002 | BD Pharmingen |
|  | HRP-conjugated goat anti-rabbit |  | 1:2000 | 7074 | Cell Signaling Technology |
| IF | anti-p65 NF-κB subunit | rabbit | 1:150 | sc-109 | Santa Cruz Biotechnology |
|  | anti-AlexaFluor 488-conjugated secondary (IgG (H+L) Cross-Adsorbed) | goat | 1:500 | A-11008 | Invitrogen |
| IHC | anti-RIPK4 | rabbit | 1:70 | A8495 | Abclonal |
|  | ImmPRESS HRP REAGENT KIT anti-mouse IgG | horse | ready-to-use | MP-7402 | Vector Laboratories |

**Table S5.** Analysis of gene expression within the JAK-STAT signaling pathway in WM266.4 cells with reduced RIPK4 levels

| Gen | Log2 R/N | p value |
| --- | --- | --- |
| IL-6 | 1.18 | × |
| CSF3R | 0.77 | 0.09 |
| SOCS3 | 0.5 | 0.94 |
| IL7R | 0.36 | × |
| PIM1 | 0.33 | 0.95 |
| OSMR | 0.33 | 0.74 |
| CSF2 | 0.14 | × |
| GHR | 0.08 | 0.99 |
| LIF | 0.02 | 0.99 |
| JAK1 | -0.04 | 0.99 |
| AKT3 | -0.53 | 0.24 |

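Table S5 gives the log2 ratio of transcript levels in RIPK4.si to neg.si and the adjusted p-value of DESeq2 for 11 genes of the JAK-STAT cascade. DESeq2's independent filtering gives no adjusted p-value to genes whose mean count is too low for a call, which the table marks with a cross. The crossed genes had few counts in these libraries. IL6, which overlaps STEAP1B on the opposite strand, had 2, 2 and 4 counts in neg.si replicates 1, 2 and 3 and 2, 9 and 6 counts in RIPK4.si replicates 1, 2 and 3. IL7R had 5, 8 and 5 counts in neg.si and 7, 8 and 7 in RIPK4.si, and CSF2 had 8, 7 and 8 counts in neg.si and 13, 8 and 3 in RIPK4.si. In each of these 3 genes the groups overlapped, and none was called by edgeR with no filter on low counts.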

Log2 R/K - logarithm at base 2 of the ratio of gene transcript levels in siRNA-RIPK4-transfected cells (R) to gene transcript levels in control cells -neg.si (N); p-value - test probability corrected for FDR (false discovery rate); × indicates p-values filtered out in independent filtering during data analysis.

How the deposited data were processed for this re-analysis (not part of the article)

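RNA was measured in 6 libraries of WM266.4 melanoma cells, 3 from cultures transfected with negative control siRNA (neg.si) and 3 from cultures transfected with RIPK4 siRNA (RIPK4.si), 48 h after transfection. Replicates were the separate cultures named in the study's labels. The authors prepared poly(A) libraries, sequenced paired reads on the BGISEQ-500, trimmed them with Cutadapt, aligned them with TopHat to GRCh38.p13 and counted read pairs per gene with HTSeq without regard to strand.

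The deposited count values are whole read pairs per gene, not normalized, for 24526 genes with a total of at least 6 over the 6 libraries. The deposited signal values are those counts divided by the size factor of each library, which the authors took from DESeq2, and their mean over libraries. The deposited fold values, a ratio of RIPK4.si to neg.si, came from the authors' DESeq2 fit. The deposited log2 fold changes and their standard errors are from the same fit by the authors. The deposited p-values are the authors' Wald test p-values and their adjusted values (FDR), which 15015 genes have and 9511 do not. Every entry of the table named a gene. Of the gene identifiers, 24416 were found in GENCODE release 44, which gave coordinates, gene overlaps, 3' UTRs and GC content on GRCh38.

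The counts as deposited were analysed with edgeR 4.0.16 in R 4.3.3. TMM normalization, edgeR's filter on low counts and a quasi-likelihood test of condition with Benjamini-Hochberg adjustment were used over 16297 genes, and adjusted p-values in the text are from this test unless another is named. The standard error of a log2 fold change was its size divided by the square root of the F statistic. For the genes of Fig. 2A, Fig. 2B, Fig. 3B and Table S5, calls were counted over all genes tested and over each list alone. A further 6 lists, written from general knowledge, were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2. The correlation between genes was preset at 0.01. These 6 lists were NF-kB targets, interferon-stimulated genes, hypoxia, YAP/TAZ targets, MITF pigment genes and the cell cycle. There are 16384 sequences of 7 bases. Those found in the longest annotated 3' UTR of at least 30 genes were tested, 16383 in the main fit. Each was tested for a relation between its presence in that 3' UTR and log2 fold change across genes. A trend on log 3' UTR length and GC content was removed first, and the results were set against 100 permutations. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plot matplotlib 3.10.9.

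The alternatives were DESeq2 1.42.0, DESeq2's size factors or upper-quartile normalization in edgeR, no filter on low counts, at least 10 counts in every library, a block on the replicate number, each library left out in turn, another meaning of a change of 50% and, for lists, fry, an estimated correlation and the list without genes the paper names. Removal of each library's trend on GC content, by a lowess with span 0.3, was added after seeing the data. The genes named were every gene the paper names as changed or unchanged in the RNA-seq, CXCL8 and IL6, and the 5 genes that rose and the 5 that fell with the smallest p-values among called genes the paper does not name, with a fold change of at least 1.5, a gene symbol and no overlap between groups. Some genes that meet this rule are not reported here.

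The test was also run on simulated data with 200 genes changed by known amounts. edgeR, over 16288 genes, called 34.7% of the genes changed by 1 on the log2 scale and 90.8% of those changed by 2, with 5 of 16062 unchanged genes called. DESeq2, over 23825 genes, called 52% and 90%, with 25 of 23595 unchanged genes called. A simulated raised list of 30 genes had a camera p-value of 4.77e-16, and 0 of 5 unchanged lists had a p-value under 0.05. The simulated genes varied independently of each other, so this cannot test the preset correlation between genes. A shift of -0.2 planted on 1 sequence gave z = -28.64, and with no shift the strongest sequence was matched by 60 of 100 permutations. Fold changes were shuffled over genes in these runs, so they hold no differences between libraries that many genes share. With about equal totals in the libraries, depth limits genes with few counts, such as IL6, IL7R and CSF2, for which no change was detectable. GO enrichment and STRING networks were not analysed here, nor were the TNF-stimulated cultures, protein data or patient data.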

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

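The counts over other splits for the sequences, and the tests of base composition, of graded site strength, of single libraries, of calls in the other direction and of the 10 genes, were chosen only after the results were seen.

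Among genes the paper does not name, 81 were called with a fold change of at least 1.5 and no overlap between groups, and the 5 with the smallest p-values in each direction are given. DDAH1 rose from 8.60 ± 1.20 CPM in neg.si to 36.6 ± 4.69 CPM in RIPK4.si, a log2 fold change of 2.09. The log2 fold changes of the others that rose were 1.63 for MICB, 1.55 for UAP1L1, 1.72 for SQOR and 1.34 for TFRC. VGF fell from 319.7 ± 121.6 CPM to 59.4 ± 7.13 CPM, a log2 fold change of -2.43. The log2 fold changes of the others that fell were -1.74 for MGAM2, -1.62 for SYTL5, -1.36 for EGR3 and -1.79 for PRTFDC1. Their adjusted p-values with edgeR lay between 0.00655 and 0.0167. Without RIPK4.si replicate 1, RIPK4.si replicate 3 or neg.si replicate 2 none of the 10 was called, and without RIPK4.si replicate 2 only DDAH1 and MICB were; the highest adjusted p-value over these fits was 0.158, for PRTFDC1. All 10 were still called with the GC trend removed, which argues against that trend as their whole cause. DDAH1, MICB, TFRC and EGR3 overlap antisense genes, MICB by only 55 bases, and strand was not used in counting. Off-target effects of the siRNAs stay open for the set: 1 of the 5 that fell, EGR3, holds ACAGCTT, and 2 of the 5 that rose, DDAH1 and SQOR, hold AGCAACC, too few genes to decide. An effect of lower RIPK4 is also open and was not tested apart from the siRNA.

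Genes with ACAGCTT in the 3' UTR had lower log2 fold changes than other genes (z = -12.52 across 12978 genes, 2383 with the sequence), and the strongest of 100 permutations reached -5.07. Genes with AGCAACC had higher log2 fold changes (z = 9.67, 1318 genes with the sequence; strongest permutation 4.61). Genes are not independent replicates, so these values describe the 6 libraries. The medians were small, -0.091 for genes with ACAGCTT and 0.041 for genes with AGCAACC. In the other 9 of the 10 splits of the libraries the strongest sequence reached at most 8.92, so 1 of 10 splits was as strong for each, the fewest possible here. Base composition as the whole cause is argued against, since with the shares of A, C and G in the 3' UTR taken out in place of GC content z was -12.47 for ACAGCTT and 9.79 for AGCAACC. Of the other orders of the same bases that did not overlap the sequence by 5 or more bases, 624 for ACAGCTT and 134 for AGCAACC, the strongest had z of -3.9 and 3.05 (medians -0.93 and -0.4), within the strongest permutations. With each library left out in turn, z stayed beyond the strongest permutation of each fit. That bar is low, since the strongest sequence of every other split reached at least 7.29 in size. For ACAGCTT the weakest z was -11.24, without neg.si replicate 3, beyond the 8.92 of the other splits. This argues against a single library as its whole cause. For the strongest rising sequence the weakest z was 8.14, without RIPK4.si replicate 1, within the range of the other splits. These z values leave a single library undecided there. The strongest rising sequence was AGCAACC in 4 of these fits and the overlapping GCAACCA in the others. Library by library, with each set against the mean of the other group, the difference of medians between genes with ACAGCTT and genes with no such site was negative in the RIPK4.si libraries, -0.05 at its nearest to 0, but also in neg.si replicate 1 (-0.043). For AGCAACC it was 0.0 in RIPK4.si replicate 2, where a positive value would be needed, and 0.044 in neg.si replicate 3, where a negative one would. Adjusted for 3' UTR length and GC content, all libraries went the same way for each sequence, from -0.096 to -0.066 in RIPK4.si and 0.059 to 0.1 in neg.si for ACAGCTT, and from 0.074 to 0.089 and -0.088 to -0.072 for AGCAACC.

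A candidate explanation, as a hypothesis, is pairing of siRNA seeds with 3' UTRs, from the RIPK4 siRNA for ACAGCTT and from the control siRNA for AGCAACC. For ACAGCTT, genes where the sequence is followed by A (ACAGCTTA, 431 genes) had a median of -0.168. The median was -0.08 in 1952 genes with the sequence alone and 0.006 with no such site. Adjusted for 3' UTR length and GC content, the mean with the A differed by -0.101 from that with the sequence alone. A permutation test of this difference gave p = 1e-05, the smallest that 100000 permutations can give. For AGCAACC, the medians were 0.045 with AGCAACCA and 0.041 without the A. The adjusted means differed by 0.045 (permutation test, p = 0.057), which leaves graded strength undecided. Of the 58 called genes with a 3' UTR that fell, 23 hold ACAGCTT (39.7%, against 18.4% of the 12978 genes and a median of 10 in matched draws), and of the 59 that rose, 23 hold AGCAACC (39.0%, against 10.2%, matched median 6). In the other direction, 6 of the 59 that rose hold ACAGCTT (10.2%) and 3 of the 58 that fell hold AGCAACC (5.2%). This was no more than matched draws gave. Both sequences were picked as the strongest on the fold changes of these same libraries. Their counts among called genes are therefore not independent evidence for the pairing. The longest RIPK4 transcript holds ACAGCTT at 1 site, as the target of a guide strand would need, but 31.9% of transcripts hold it and RIPK4 also holds AGCAACC, so this is weak evidence. The paper's text does not give the siRNA sequences. Only relative change was measured, so a rise in 1 group and a fall in the other are not separated, and activity of the cells' own microRNAs was not tested. Most of the called genes that fell hold no ACAGCTT.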

How the results depend on the processing

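No test of an explanation is given here; the removal of the GC trend, in each form, was chosen after seeing the data.

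The count of genes with an adjusted p-value under 0.05, 125 with edgeR, was 430 with DESeq2 and 533 with the GC trend removed, and it ranged from 0 to 295 across the 6 fits that each left out 1 library. At 0, without RIPK4.si replicate 1, RIPK4.si replicate 3 or neg.si replicate 2, the genes with an unadjusted p-value under 0.05 were 1426, 1086 and 1153; 295 was without neg.si replicate 3. With a change of at least 1.5-fold as well, the count was 410 with DESeq2, 469 with the GC trend removed and 0 to 295 across the leave-one-out fits. The genes that rose were 216 with DESeq2, 257 with the GC trend removed and 0 to 122 across the leave-one-out fits, and those that fell 214, 276 and 0 to 173. With the GC trend removed, leaving out RIPK4.si replicate 1, 2 or 3 gave 167, 408 and 66 calls, and leaving out neg.si replicate 1, 2 or 3 gave 193, 44 and 366. A fold change of at least 1.5 without a p-value was met by 6744 genes with DESeq2 and 6643 with no filter on low counts, both of which test more genes, and by 1033 where a fall had to reach 0.5; with an unadjusted p-value under 0.05 as well, the last count was 699.

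Of the genes of Fig. 2A, DESeq2 called 41 immune, 41 adhesion and migration, 50 differentiation and 45 proliferation genes, and the removal of the GC trend gave 33, 36, 45 and 39. Across the leave-one-out fits these counts ranged from 0 to 24, 0 to 26, 0 to 34 and 0 to 28. Fewer libraries enter the leave-one-out fits, and the cause of the other shifts was not tested.

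The log2 fold change of RIPK4 ranged from -2.06 to -1.74 with 1 library left out. For the other named genes, 426 of the comparisons with an alternative kept direction and side of the threshold, 31 passed it, 70 no longer did and 6 reversed. The reversed values were 0.017 for ELOVL4 without neg.si replicate 3 (range -0.56 to 0.02), -0.162, -0.068 and -0.151 for GHR without RIPK4.si replicate 1, RIPK4.si replicate 3 and neg.si replicate 1 (range -0.16 to 0.45), and -0.004 and -0.132 for LIF without RIPK4.si replicate 2 and neg.si replicate 3 (range -0.13 to 0.19). All 3 genes had no call in any setting.

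The lists' adjusted p-values depended on the correlation assumed between genes. With an estimated correlation they were 0.207 for the YAP/TAZ, hypoxia, cell cycle and MITF lists and 0.288 for the interferon and NF-kB lists, so no call held. With fry the calls for the YAP/TAZ and MITF lists held, and the values were 0.0546 for the cell cycle, 0.0641 for hypoxia and 0.243 for interferon. The MITF list had 0.103 with at least 10 counts in every library and 0.306 without genes the paper names, and 0.0149 to 0.134 with 1 library left out, the highest without neg.si replicate 1. The NF-kB list had 0.0441 with the GC trend removed and 0.0149 to 0.473 with 1 library left out, the lowest without neg.si replicate 3. The interferon list had 2.37e-08 to 0.0883, the highest without neg.si replicate 1. The cause was not tested. The z of the strongest falling sequence, ACAGCTT, stayed between -13.36 and -11.24, and that of the strongest rising sequence between 8.14 and 11.36; without RIPK4.si replicate 2 or neg.si replicate 3 the latter was GCAACCA.

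The replicate numbers did not pair the libraries: the correlations of same-numbered libraries' deviations were -0.242, 0.251 and 0.346. With the replicate block, 131 genes were called, 108 of them shared with the 125, the MITF list had 0.0682, and with the GC trend removed as well 434 genes were called.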

Differences from the paper's values

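No test of an explanation is given here.

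The paper reports 613 genes with a change of at least 50% and an unadjusted p-value under 0.05, and edgeR gave 1087. The authors' deposited table gives 1135. Of the alternatives set before the data were examined, only a rise of at least 1.5-fold or a fall to 0.5 or less, with 699, came within 1.5 times the paper's count; the same definition gave 1033 genes without a p-value and 111 with the correction, against the paper's 1810 and 407, both more than 1.5 times apart. The paper reports 407 genes with the correction for multiple tests, against 125. Of the alternatives set before the data were examined, DESeq2 with 410, the tool named in the paper's methods, and leaving out neg.si replicate 3 with 295 came within 1.5 times the paper's count, and the others did not. The removal of the GC trend, chosen after seeing the values, gave 469.

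For Fig. 2A the paper gives 41 adhesion and migration, 52 differentiation, 45 proliferation and 42 inflammation-related genes, against 13, 18, 17 and 13 with an adjusted p-value under 0.05; 51 differentiation genes were read from the heatmap. Of the alternatives set before the data were examined, only DESeq2, with 41, 50, 45 and 41, came within 1.5 times the paper's counts; without neg.si replicate 3 the counts were 26, 34, 28 and 24. The removal of the GC trend, chosen after seeing the values, gave 36, 45, 39 and 33. The share of called genes that rose was about 29% in Fig. 1C, read by eye, against 48.8%. Of the alternatives set before the data were examined, only leaving out neg.si replicate 3, with 41.4%, came within 1.5 times the paper's share, and DESeq2 gave 50.2%. In the authors' deposited table, 221 of the 437 genes with an adjusted p-value under 0.05 rose and 216 fell.

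The qRT-PCR fold of BIRC3 was about 0.28 in Fig. 2B, read by eye, against 0.546 in the RNA-seq, and that of ADAM12 about 6.5 in Fig. 2B, read by eye, against 2.27; none of the alternatives set before the data were examined came within 1.5 times either value. The fold of RGS2 was about 2.9 in Fig. 2B, read by eye, against 1.86. Of the alternatives set before the data were examined, leaving out RIPK4.si replicate 1 with 2.01, RIPK4.si replicate 3 with 1.96 or neg.si replicate 2 with 2.09 came within 1.5 times the paper's fold, and the others did not.

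The paper names as changed, or places in networks and pathways with changed genes, several genes that edgeR did not call. DESeq2 called MAP2K6, TNFRSF9, TRAF1, BIRC3, TLR3, ADAM12, ROR1, RGS2, IL6R, IKBKB, IL33 and CDK6. Leaving out neg.si replicate 3 called MAP2K6, TRAF1, ADAM12 and ROR1, leaving out neg.si replicate 1 called MAP2K6, no filter on low counts called ADAM12, and a block on the replicate number called MAP2K6, ADAM12 and RGS2. The removal of the GC trend, chosen after seeing the values, called these genes apart from RGS2 and IL33. The paper also names TRIL as risen, and its adjusted p-value was 0.151 with edgeR and 0.0504 with DESeq2, while the authors' deposited table gives 0.0491. MAP2K3, which the paper names with MAP2K6 and IL6R, had an adjusted p-value of 0.747 and was called under no alternative.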

Other observations

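The counts over other splits, apart from that for genes with an adjusted p-value under 0.05, and the test of the GC trend in another split were chosen only after the results were seen; so was the use, to judge the gene lists, of the list without genes the paper names and of the separation of the libraries.

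Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many genes with an adjusted p-value under 0.05 as the real one, namely the real one itself, and the same held with a change of at least 1.5-fold; the other 9 gave 0. This is the smallest count that 10 splits allow. With an unadjusted p-value under 0.05 and a change of at least 1.5-fold, 2 of 10 splits gave as many, and 2 of 10 did for the change alone. The other split set neg.si replicates 1 and 2 with RIPK4.si replicate 2 against the rest and had 3360 genes with an unadjusted p-value under 0.05, against 1768 in the real split. With the GC trend removed it still had 3154, against 2590, which argues against that trend as its whole cause. All of the genes called with edgeR, 100%, were still called with the GC trend removed, so that trend is not the whole cause of the calls either. What else set these libraries apart stays open.

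For the lists judged by whether the change went the stated way, the rule first written used the camera p-value of the whole list. Under it the interferon, hypoxia, YAP/TAZ and MITF lists met the rule, and the NF-kB and cell cycle lists did not. Because the study picked some of their genes from these libraries, each list was then tested without genes the paper names.

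The YAP/TAZ target list (23 genes, median log2 fold change 0.271, 17 rose) had a camera p-value of 7.04e-05, and 0.0178 without genes the paper names (18 genes); 1 of 10 splits gave a p-value as small. The hypoxia list (27 genes, median 0.165, 21 rose) had 0.000887 and 0.0294 (24 genes), and 2 of 10 splits gave a p-value as small. With each library left out in turn, the hypoxia median ranged from 0.077 to 0.218. It was lowest, with 17 genes up, without neg.si replicate 3 and highest without neg.si replicate 1. In both lists every RIPK4.si library's median lay above every neg.si library's, with 0.049 in RIPK4.si replicate 2 against 0.025 in neg.si replicate 3 for YAP/TAZ and 0.032 in RIPK4.si replicate 1 against 0.029 in neg.si replicate 2 for hypoxia. As hypotheses, the rise of CCN1, CCN2 and THBS1 may belong to higher YAP/TAZ target expression, and that of VEGFA, BNIP3 and ANGPTL4 to a hypoxia-like state of the cultures; oxygen was not measured, and effects of RIPK4 and of the siRNA stay open for both.

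The interferon-stimulated list (33 genes, median 0.253, 26 rose) had 0.000276 and 0.00273 without genes the paper names (30 genes), but 4 of 10 splits gave a p-value as small, and the medians overlapped, 0.199 in neg.si replicate 2 against -0.024 in RIPK4.si replicate 1. A general interferon response cannot be told apart from differences among the libraries. The MITF pigment list (21 genes, median -0.08, 12 fell) had 0.0241 and 0.255 without genes the paper names (19 genes), with 1 of 10 splits as small and overlapping libraries, so a lower pigment programme stays undecided. The NF-kB target list (25 genes, median -0.075, 18 fell) had 0.0759 and 0.468 (17 genes), with 3 of 10 splits as small. Every RIPK4.si library's median lay under every neg.si library's. Yet the list's median was 0.008, with 14 genes up, without neg.si replicate 1, and -0.236 without neg.si replicate 3. Lower expression of these targets as a set stays undecided. The cell cycle list (30 genes, with no gene the paper names to remove) rose, with a median of 0.149 and 25 genes up. Its camera p-value was 0.00172, and 1 of 10 splits gave a p-value as small. The rise was not called with fry (adjusted p = 0.0546) or with camera at an estimated correlation between genes (adjusted p = 0.207). A smaller share of dividing cells needs this list to fall, and the list gave no sign of that behind the lower CDK2 and CDK6 levels. Neither that share nor the speed of division was measured, so the list cannot exclude lower proliferation.

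CXCL8, which the paper studies in TNF-stimulated cells, had 395.7 ± 17.3 CPM (SD, n = 3) in neg.si and 513.5 ± 103.9 CPM (SD, n = 3) in RIPK4.si in these libraries, which had no TNF. The log2 fold change was 0.38 (standard error 0.174, adjusted p = 0.487 from edgeR's quasi-likelihood test). With each library left out in turn it ranged from 0.21, without RIPK4.si replicate 2, to 0.49, without RIPK4.si replicate 1. The adjusted p-value ranged from 0.434 to 0.861 over the alternatives. The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible).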
